# RNA Polymerase III Subunit POLR3G Regulates Specific Subsets of PolyA^+^ and SmallRNA Transcriptomes and Splicing in Human Pluripotent Stem Cells

**DOI:** 10.1016/j.stemcr.2017.04.016

**Published:** 2017-05-09

**Authors:** Riikka J. Lund, Nelly Rahkonen, Maia Malonzo, Leni Kauko, Maheswara Reddy Emani, Virpi Kivinen, Elisa Närvä, Esko Kemppainen, Asta Laiho, Heli Skottman, Outi Hovatta, Omid Rasool, Matti Nykter, Harri Lähdesmäki, Riitta Lahesmaa

**Keywords:** pluripotency, human embryonic stem cell, polymerase III, transcriptome, smallRNA, polyA^+^ RNA, splicing, mitochondria

## Abstract

POLR3G is expressed at high levels in human pluripotent stem cells (hPSCs) and is required for maintenance of stem cell state through mechanisms not known in detail. To explore how POLR3G regulates stem cell state, we carried out deep-sequencing analysis of polyA^+^ and smallRNA transcriptomes present in hPSCs and regulated in POLR3G-dependent manner. Our data reveal that POLR3G regulates a specific subset of the hPSC transcriptome, including multiple transcript types, such as protein-coding genes, long intervening non-coding RNAs, microRNAs and small nucleolar RNAs, and affects RNA splicing. The primary function of POLR3G is in the maintenance rather than repression of transcription. The majority of POLR3G polyA^+^ transcriptome is regulated during differentiation, and the key pluripotency factors bind to the promoters of at least 30% of the POLR3G-regulated transcripts. Among the direct targets of POLR3G, *POLG* is potentially important in sustaining stem cell status in a POLR3G-dependent manner.

## Highlights

• A specific subset of transcriptome is expressed in POLR3G-dependent manner in hPSCs
• The primary function of POLR3G is in the maintenance of transcription
• mtDNA polymerase gamma (POLG) is among the direct targets of POLR3G

## Introduction

Human embryonic stem cells (hESCs) are pluripotent cells having a unique capacity to self-renew and differentiate into all specialized cell types found in somatic tissues (Thomson et al., 1998). Similar properties are gained by human induced pluripotent stem cells (hiPSCs) reprogrammed from cells found in adult tissues (Yu et al., 2007, Takahashi et al., 2007). The core factors known to be crucial for maintenance and control of pluripotency include POU5F1, SOX2, and NANOG (Boyer et al., 2005, Chambers and Tomlinson, 2009). These transcription factors operate in activation or repression of genes important for pluripotency and differentiation, and form an autoregulatory loop to positively regulate their own expression. In addition, POU5F1 and SOX2, in combination with either KLF4 and CMYC or NANOG and LIN28, were used in the first studies reprogramming adult cells back to the pluripotent state, highlighting the importance of these factors in the regulation of pluripotency (Yu et al., 2007, Takahashi et al., 2007). Moreover, epigenetic regulation and post-transcriptional mechanisms, such as microRNAs (miRNAs), are important in the regulation of pluripotency (Young, 2011). However, the mechanisms underlying the unique property of pluripotency are still not completely understood.

In eukaryotic cells, three DNA-directed RNA polymerases, polymerases I, II, and III (Pol I–III), regulate transcription of different sets of target genes. Pol III regulates transcription of structural RNAs (tRNAs and 5S rRNAs) and several small non-protein-coding RNAs (ncRNAs) including miRNAs (Ozsolak et al., 2008, Borchert et al., 2006, Oler et al., 2010, Dieci et al., 2007). Pol III, like Pol I and Pol II, is composed of multiple subunits of which POLR3G (DNA-directed RNA polymerase III subunit, RPC32, RPC7) is a Pol III-specific subunit with no counterpart in Pol I or Pol II. POLR3G subunit is needed for transcriptional initiation of Pol III, thus being important for the proper function of this polymerase (Wang and Roeder, 1997).

Intriguingly, consistent with previous studies (Wong et al., 2011, Enver et al., 2005, Haurie et al., 2010), our data show that POLR3G is highly expressed in pluripotent stem cells and is required for maintenance of the pluripotent state. However, the mechanisms by which how POLR3G contributes to maintenance of stem cell state and its targets in stem cells are not well known. To explore the function of POLR3G in stem cells, we have carried out deep transcriptome analysis of mRNAs and smallRNAs present in hESCs and regulated in a POLR3G-dependent manner. Our data reveal a specialized function for POLR3G in the transcriptional maintenance of the hESC state and regulation of developmental programs through a specific subset of coding and non-coding transcriptomes and regulation of alternative splicing.

## Results

### Deep PolyA^+^ Transcriptome of hESCs

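The deposited mRNA-seq values cover 6 polyA+ libraries from 3 hESC cultures, HS360 at passages 62 and 66 (HS360p62, HS360p66) and H9 at passage 38 (H9p38). Each culture gave 1 library from cells transfected with a non-targeting control siRNA (SCR) and 1 from cells transfected with siRNA against POLR3G, the subunit of RNA polymerase III that pluripotent cells express. The cells were transfected on feeder-free Matrigel and collected on day 3 (HS360p62) or day 4 (H9p38). The day of HS360p66 was not found in the labels or methods. HS360p66 received siRNA1, and the siRNA behind the other two knockdown libraries was not stated. Libraries came from 1 µg of total RNA, or 0.3 µg for HS360p66, and were sequenced in pairs of 50 bp reads. The authors mapped the reads with TopHat2 to hg19 and counted them with HTSeq over GENCODE genes and tRNA genes. The use of strand was not stated, so an antisense transcript cannot be told from the gene it overlaps. The values are RPKM on the longest transcript of each gene, and the steps between them put 141.5 to 175.5 M reads behind each library, where the paper gives 181 to 224. Genes were named from GENCODE 44 on the GRCh37 (hg19) coordinates: 37095 of 38461 Ensembl genes were matched, beside 261 tRNA genes. SCR and knockdown libraries were compared within cultures with limma on log2(RPKM + 0.1) after scaling by a trimmed mean of log ratios, and a gene was called at an adjusted p of at most 0.05 with a fold of at least 1.5. The added 0.1 makes the folds of weakly expressed genes too small.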

To explore the regulation of transcription by POLR3G in hESCs, we first established a comprehensive reference transcriptome for hESCs. For this purpose we explored how large a proportion of the different transcript types are present in hESCs. 

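In the SCR-transfected hESCs, pluripotency genes were among the strongly expressed: POU5F1, which encodes the pluripotency factor OCT4, had a mean of 532 RPKM (SD 9.43, n = 3 cultures) and LIN28A, an RNA-binding protein of stem cells, 418 RPKM (SD 102). NANOG and SOX2, transcription factors of the same network, had 44 RPKM (SD 6.69) and 85.1 RPKM (SD 18.7), and POLR3A, the largest subunit of RNA polymerase III, 13.3 RPKM (SD 0.452). A total of 13602 genes had at least 0.5 RPKM in all 3 SCR libraries, and 14604, 14074 and 15003 reached this level in HS360p62, HS360p66 and H9p38 taken singly. The number was 11927 at 1 RPKM and 17969 at 0.1 RPKM.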

Using mRNA sequencing (mRNA-seq), from the total number of 181–224 × 10^6^ reads per sample we detected altogether 13,613 polyA^+^ transcripts, which were present in all of the three hESC samples examined with a minimum RPKM (reads per kilobase per million mapped reads) value of 0.5 (Table S1A). This represents 22% of the total 60,679 transcripts present in the hg19 and miRBase reference genomes (Figure 1A). 

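Protein-coding genes made up 11782 of the 13602 genes at or above 0.5 RPKM in every SCR library (86.6%), out of 18002 protein-coding genes with a value (65.4%). Among the few small non-coding genes that reached this level in the polyA+ libraries were 77 of 464 snoRNA genes, which guide rRNA modification, 56 of 711 pre-miRNA genes and 11 of 261 tRNA genes. Mitochondrial tRNAs, cut from long mitochondrial transcripts, were detected for 7 of 15 genes.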

The most abundant class of transcripts detected in hESCs was protein-coding genes, which included 11,855 transcripts representing 58% of the protein-coding genes in the gencode (hg19) annotations (Figure 1A) and 87% of all the polyA^+^ transcripts that were detected in hESC transcriptome (Figure 1B). The three other most abundant classes of transcripts were pseudogenes (n = 621, 5% of hESC transcriptome), long intervening non-coding RNAs (lincRNAs) (n = 428, 3% of hESC transcriptome), and antisense transcripts (n = 361, 3% of hESC transcriptome). However, in all these other classes less than 5% of the transcripts present in the reference human genome were detected with mRNA-seq (Figure 1A).

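In the SCR libraries, 622 of 7360 pseudogenes (8.5%) reached 0.5 RPKM in all 3 cultures, 4.6% of the detected genes. Long non-coding RNAs reached it for 890 of 9295 genes (9.6%), 6.5% of the detected genes. The annotation used for the classes gives most of the lincRNA and antisense genes under the single type lncRNA (771 detected of 9040), and keeps the older labels for 84 detected lincRNAs of 170 and 22 detected antisense genes of 51. At a minimum of 0.1 RPKM, 1371 pseudogenes were detected.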

### SmallRNA Transcriptome of hESCs

With smallRNA-seq we detected altogether 1,361 transcripts present in all hESC samples with a minimum read per kilobase of 0.5 and a maximum length of 250 bp (Table S1B). This represented 2% of all the transcripts in hg19 and miRBase reference genomes (Figure 1A). 

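The deposited smallRNA-seq values cover 7 libraries: SCR-transfected HS360p62, HS360p66 and H9p38, and POLR3G knockdowns of HS360p62 (siRNA1, siRNA2) and H9p38 (siRNA2, and the siRNA pool siRNA3). The HS360p66 SCR library has no knockdown partner. Reads of 50 bp from size-selected RNA were mapped to hg19 and counted over small annotated genes and tRNA genes by the authors, and mature miRNAs are not among the 1822 features here, so reads of a mature miRNA cannot be told from those of its pre-miRNA. The values are scaled to feature length, and the steps between them put 1250000, 343000 and 1330000 reads behind the SCR libraries of HS360p62, HS360p66 and H9p38 and 781000 to 1940000 behind the knockdowns. In the SCR hESCs the pre-miRNA of MIR302A, a miRNA of the cluster that marks pluripotent cells, was among the most abundant features, with a mean RPKM of 1010000 (SD 164000, n = 3). SNORD105B, a C/D box snoRNA of the kind that guides 2′-O-methylation of rRNA, had 14900 (SD 8140) and RNY5, a small RNA of the Ro ribonucleoprotein, 36100 (SD 6620). Altogether 683 features reached an RPKM of 0.5 in every SCR library, and 1057, 856 and 1058 did so in HS360p62, HS360p66 and H9p38. A single read is enough to reach this level at these depths. At least 10 reads in every SCR library were present for 293. Knockdown and SCR libraries were compared with limma on log2(RPKM + 40) after scaling by a trimmed mean of log ratios, for the 776 features at 0.5 or more in every library of a condition, with the same thresholds as for the polyA+ genes. An RPKM of 40 is only a few reads for a short RNA, and folds of features with few reads are too small on this scale.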

The most abundant class of smallRNA transcripts was mature miRNAs (n = 864), which represent 33% of the miRNAs in the miRBase reference annotations or 63% of all the smallRNAs that were detected in hESC small transcriptome (Figure 1C). 

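Pre-miRNAs, the hairpins from which mature miRNAs are cut, were the largest class detected in the SCR hESCs: 286 of 609 pre-miRNA genes (47%), 41.9% of the detected features. They were followed by 146 of 267 snoRNAs (54.7%), which guide the modification of rRNA and other RNAs, 118 of 240 tRNA genes (49.2%) and 41 of 205 rRNA genes and rRNA pseudogenes (20%). Of the small nuclear RNAs that act in splicing, 24 of 152 features were detected, and 39 of 205 in the class that holds Y RNAs and 7SL copies. By reads, pre-miRNAs took 43.6, 63.1 and 45.7% and snoRNAs 31.8, 16.2 and 24.1% in the HS360p62, HS360p66 and H9p38 SCR libraries. Copies of tRNA and 5S rRNA genes are nearly identical and share reads, so the number of such genes detected is uncertain.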

The other most abundant classes of transcripts were small nucleolar RNAs (snoRNAs) (n = 147 transcripts, 11% of hESC smallRNA transcriptome) and pre-miRNAs (n = 81, 6% hESC small transcriptome), rRNAs (n = 118, 9% of hESC smallRNA transcriptome), and tRNAs (n = 57, 4% of hESC smallRNA transcriptome).

### POLR3G-Dependent PolyA^+^ Transcriptome in hESCs

Consistent with previous findings (Enver et al., 2005, Wong et al., 2011, Haurie et al., 2010), we found both POLR3G mRNA and protein to be expressed at high level in hPSCs and to be rapidly downregulated during early differentiation (Figures 2A, S1A, and S1B). Expression of POLR3G protein was reciprocal to alternative form POLR3GL, which was induced in response to differentiation (Figures S1A and S1B). In addition, POLR3G was expressed consistently in a POU5F1-dependent manner (Figure S1C). 

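The POLR3G mRNA (ENSG00000113356.6, chromosome 5, 89767565–89810374) was lower in the knockdown library of each culture sequenced. It went from 59.6 to 32.9 RPKM in HS360p62, from 53.7 to 4.76 in HS360p66 and from 82.4 to 18.2 in H9p38, with log2 changes of −0.69, −3.25 and −1.93. The mean was 65.2 RPKM (SD 15.2) in the SCR and 18.6 RPKM (SD 14.1) in the knockdown libraries, a log2 change of −1.96 (SE 0.447, n = 3 pairs), or 3.88-fold lower. By limma the adjusted p = 0.0753, which does not pass 0.05. Without HS360p62, the culture with the smallest decrease, the log2 change was −2.62 with an adjusted p = 0.00718, without HS360p66 −1.31 (adjusted p = 0.109), without H9p38 −1.96 (adjusted p = 0.311), and on the deposited scale −2.17 with an adjusted p = 0.0494.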

To study the function and importance of POLR3G in hESCs, we carried out small interfering RNA (siRNA)-mediated knockdown of POLR3G in two different hESC lines (H9 and HS360) with two different siRNAs and siRNA pool (see Supplemental Experimental Procedures). Silencing of POLR3G led to clear loss of morphology typical for pluripotent hESCs and decreased the number of cells present in the cultures (Figure S2A). In particular with siRNA1, due to rapid and strong decrease in cell numbers, not enough material was always obtained for further analysis, indicating the importance of POLR3G in hESC maintenance. We did not observe an increase in the number of dead cells in response to POLR3G knockdown, although these cells would have been washed off in the daily media change (Figure S2A).

We next examined the function of POLR3G in the regulation of hESC transcriptome. 

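After POLR3G knockdown in the 3 cultures, 2044 genes were lower and 958 higher at an unadjusted p under 0.05 with a fold of at least 1.5, and by limma 0 passed once adjusted.
NIPBL (ENSG00000164190.12, chromosome 5, 36876871–37066515), which loads cohesin onto chromatin, had a mean of 6.35 RPKM (SD 1.91) in SCR and 1.88 RPKM (SD 0.455) in knockdown libraries, a log2 change of −1.48 (SE 0.142, n = 3 pairs, adjusted p = 0.0612).
SRRM2 and SRRM1, scaffold proteins of splicing, were lower by 0.99 and 1.21 log2 (SE 0.11 and 0.179), RFC1, the large subunit of the clamp loader of DNA replication, by 1.05 (SE 0.118), and EP300, a histone acetyltransferase, by 0.74 (SE 0.098), each in all 3 pairs, with adjusted p from 0.0612 to 0.0614.
MT-CYB, the cytochrome b of complex III encoded in mtDNA, went the other way, from 2560 RPKM (SD 738) to 5000 RPKM (SD 1560), log2 1.17 (SE 0.116, adjusted p = 0.0612).
TYMS, which makes thymidylate for DNA synthesis, was higher by 1.28 log2 (SE 0.203) in all 3 pairs.
Of 20393 genes tested with limma, 0 passed, while 6145 had an unadjusted p under 0.05, and 3002 of these also a fold of at least 1.5.
The lowest adjusted p was 0.0612, at which many genes tie.
The 718 transcripts of the study's own list, which was drawn from these libraries and so is not independent evidence, were all tested: 678 were lower and 40 higher in all 3 pairs, each with the sign that Table S2A gives, their log2 changes followed the study's (Spearman 0.99 across genes, which are not independent replicates), and 0 passed, with adjusted p from 0.0612 to 0.142.
Without HS360p62, 2090 genes were called, 457 of them on the study's list, and on the deposited scale, which moves the median of all genes by −0.19 log2, 1024 were called, 606 of them on that list. Without HS360p66 or H9p38, 0 were called. Leaving out HS360p62 keeps only the pairs of HS360p66 and H9p38 and removes the pair with the smallest decrease of POLR3G.
An interaction of knockdown with line was fitted, but H9 has 1 pair, so it could not decide whether the effect differs between the lines.

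**Figure D1:**
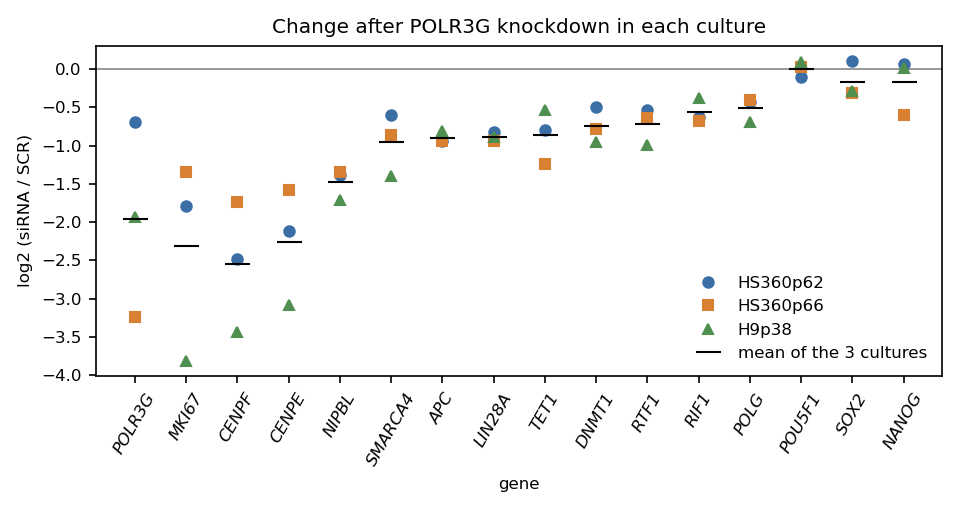
Log2 change of RPKM after POLR3G knockdown for the genes the paper names, in HS360p62 (blue circles), HS360p66 (orange squares) and H9p38 (green triangles), where the black line is the mean of the 3 cultures. POU5F1 lies near 0 and turns slightly below it with upper quartile scaling, with relative log expression scaling and on the deposited scale.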

Comparison of the polyA^+^ transcriptomes of hESCs before and after POLR3G silencing revealed changes in expression of 718 transcripts representing 5% of the hESC transcriptome (Table S2A). The most abundant transcriptional class regulated by POLR3G (Figure 2B) was protein-coding genes (n = 593), which represented 83% of all the polyA^+^ transcripts regulated by POLR3G and 5% of the protein-coding genes present in hESC transcriptome. 

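Among protein-coding genes, 994 were lower and 688 higher after POLR3G knockdown at an unadjusted p under 0.05 with a fold of at least 1.5, and 0 of 14350 passed with limma's adjusted p. These 1682 genes were 56% of all at that unadjusted level and 11.7% of the protein-coding genes tested. ASPM, which orients the mitotic spindle, was lower by 1.01 log2 (SE 0.123, n = 3 pairs, adjusted p = 0.0612), KDR, the VEGF receptor found on early mesoderm, by 0.81 (SE 0.118, adjusted p = 0.0614), and TP53I3, a p53 target, was higher by 1.33 (SE 0.201, adjusted p = 0.0618), each in all 3 pairs. The median change of all protein-coding genes was 0.05 log2. Without HS360p62, protein-coding genes were 1587 of the genes called (75.9%), and on the deposited scale 746 (72.9%). ASPM and KDR then passed, at adjusted p = 0.0211 and 0.0189 without HS360p62 and 0.0291 and 0.0297 on that scale, as did TP53I3 (0.00863 and 0.038). With HS360p66 or H9p38 left out instead, 0 genes were called.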

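In the polyA+ libraries after POLR3G knockdown, classes of non-coding genes differed in direction: at an unadjusted p under 0.05 with a fold of at least 1.5, long non-coding RNAs had 504 lower and 110 higher genes and pseudogenes 193 lower and 89 higher, of 2940 and 1809 tested. Among genes of small RNAs, 81 snoRNA, 67 pre-miRNA, 53 snRNA and 48 miscellaneous RNA genes were lower against 8, 10, 5 and 4 higher. MIR4712, a pre-miRNA gene, was lower by 3.08 log2 (SE 0.364, n = 3 pairs, adjusted p = 0.0612), RNU6-583P, a copy of U6, by 2.35 (SE 0.25, adjusted p = 0.0612) and SNORD69, a C/D box snoRNA, by 2.01 (SE 0.426, adjusted p = 0.0695), all from SCR means of 1.07 RPKM or less. RP11-2B6.3, a non-coding transcript of Figure 2, was higher by 1.5 (SE 0.383, adjusted p = 0.0836), from 0.433 to 1.35 RPKM. Its log2 change was 0.877 in HS360p62, 2.647 in HS360p66 and 0.99 in H9p38. Mitochondrial tRNAs had 8 higher and 1 lower of 13 and a median change of 1.01 log2, and tRNA genes had 15 higher and 12 lower of 75. The median change was −0.21 log2 for long non-coding RNAs and 0.03 for pseudogenes, and −0.55 for snoRNA and −0.54 for pre-miRNA genes. By limma 0 genes of these classes passed. Without HS360p62, MIR4712, RNU6-583P, SNORD69 and RP11-2B6.3 did (adjusted p = 0.00491, 0.00718, 0.0198 and 0.0387), and on the deposited scale the first 3 (0.0291, 0.0291 and 0.0461). None did with HS360p66 or H9p38 left out instead. In the smallRNA-seq libraries snoRNAs went the other way, with 146 of 166 higher. Pre-miRNAs went the same way there, with 270 of 294 lower, and snRNAs had 17 higher and 11 lower. In polyA+ libraries, reads of an overlapping transcript cannot be told from those of a small RNA gene. The polyA+ counts of such genes may therefore not measure the small RNAs themselves.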

The other less abundant polyA^+^ transcript classes regulated by POLR3G included 36 lincRNAs (5%), 27 pseudogenes (4%), and 23 antisense transcripts (6% of POLR3G-dependent transcripts). 

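POLR3GL (ENSG00000121851.8, chromosome 1, 145456236–145470400), the paralog of POLR3G found in most cell types, had a mean of 3.5 RPKM (SD 1.06) in the SCR and 3.12 RPKM (SD 0.837) in the knockdown libraries. After scaling, its log2 change was 0.05 (SE 0.189, n = 3 pairs, adjusted p = 0.872 by limma), with −0.08 in HS360p62, 0.51 in HS360p66 and −0.28 in H9p38. The sign turned with upper quartile scaling (−0.01), on the deposited scale (−0.16) and without HS360p66 (−0.18). POLR3A, the catalytic subunit of the same enzyme, had 13.3 RPKM in SCR and 11.4 RPKM (SD 0.759) in knockdown libraries, a log2 change of −0.01 (SE 0.105, adjusted p = 0.936). A change of POLR3GL was not detectable in these 3 pairs.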

No increase in the expression of alternative variant POLR3GL was detected at either mRNA or protein level (data not shown), although this variant is induced during early differentiation and is expressed in reciprocal manner to POLR3G (Figure S1). Consistently with our observations from cell cultures and cell counts (Figure S2), among the genes with the strongest decrease in response to POLR3G was a marker of proliferation, MKI67 (fold change = −5.9, false discovery rate [FDR] = 1.71 × 10^−8^, Table S2), indicating decreased proliferation of the cells. 

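MKI67, CENPF, CENPE and TOP2A, which act in cell division, were each lower in all 3 pairs after POLR3G knockdown, while the mitosis genes as a list lay both ways. MKI67 (ENSG00000148773.8, chromosome 10, 129894923–129924687), the marker of cycling cells, went from 3.41 to 0.81 RPKM in HS360p62, from 0.81 to 0.22 in HS360p66 and from 8.17 to 0.4 in H9p38, a mean log2 change of −2.32 (SE 0.479, n = 3 pairs, adjusted p = 0.0685), or 4.99-fold lower (2.94-fold without H9p38 and 7-fold without HS360p66). CENPF and CENPE, proteins of the kinetochore, had log2 changes of −2.55 (SE 0.318, adjusted p = 0.0612) and −2.26 (SE 0.315, adjusted p = 0.0614), and TOP2A, which untangles DNA before division, −0.71 (SE 0.1, adjusted p = 0.0614), each lower in all 3 pairs. Of the 26 mitosis genes fixed before the data were examined, 13 were lower and 5 higher in all 3 pairs, and 0 passed over all genes and 5, all lower, adjusted over the list alone. The list had a median change of −0.12 and a mean of −0.38 log2 and was called by camera, a test of a list against the other genes (adjusted p = 0.0358, but adjusted p = 0.752 with an estimated correlation). The call was lost without HS360p66 (adjusted p = 0.0631) and with the pairs left out of the model (adjusted p = 0.0674). MKI67, CENPE, CENPF, TOP2A and ASPM are on the list and also in the study's Table S2A, drawn from these libraries. Without HS360p62, MKI67, CENPF, CENPE and TOP2A passed (adjusted p = 0.0319, 0.0144, 0.0198 and 0.013), and on the deposited scale too (0.0449, 0.0291, 0.031 and 0.0291). None of them passed with HS360p66 or H9p38 left out instead. The paper takes the decrease of MKI67, beside its cell counts (Figure S2), as a sign of decreased proliferation after POLR3G knockdown.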

Our findings show that POLR3G regulates a specific subset of transcripts in hESCs consisting of multiple transcript types. However, the most abundant POLR3G-dependent transcript group in our mRNA-seq data is clearly the protein-coding genes. 

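After POLR3G knockdown, 2044 polyA+ genes were lower and 958 higher at an unadjusted p under 0.05 with a fold of at least 1.5, so 68.1% were lower, and by limma 0 passed in either direction. The direction depends on the fold minimum and the pseudocount: without a fold minimum 3013 were lower and 3132 higher (49% lower), and with a pseudocount of 1 RPKM 48.4% were lower. With a mean of at least 1 RPKM, 54.2% of 1436 genes were lower (95% interval 51.6–56.8%), and below 1 RPKM 80.8% (78.8–82.8%). With a filter of 1 RPKM in 3 libraries, after which the libraries are scaled anew, 70.6% of 1390 genes were lower. BDP1, a subunit of TFIIIB that brings RNA polymerase III to its genes, was lower by 1.2 log2 (SE 0.153, n = 3 pairs, adjusted p = 0.0612), while GTF3C6 and GTF3A, factors of the same machinery, were higher by 0.59 (SE 0.094, adjusted p = 0.0622) and 0.47 (SE 0.09, adjusted p = 0.0663), each in all 3 pairs. At the unadjusted p the share was 88.9% on the deposited scale and 55.4% without HS360p62, and of the genes called 94.4% (967 of 1024) and 45.7% (955 of 2090) were lower. BDP1 passed without HS360p62 (adjusted p = 0.0236) and on the deposited scale (0.0291), but not without HS360p66 or H9p38.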

Most of the POLR3G-dependent polyA^+^ transcripts were decreased (n = 681, 94.8%) rather than increased (n = 37, 5.2%) in response to POLR3G knockdown (Figure 2C), indicating that POLR3G has a function primarily in maintenance rather than repression of transcription in hESCs.

### POLR3G-Dependent SmallRNA Transcriptome in hESCs

The smallRNA-seq revealed changes in 97 POLR3G-dependent smallRNAs representing 7% of the hESC smallRNA transcriptome (Table S2B). 

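Changed small RNAs after POLR3G knockdown were led by pre-miRNAs and snoRNAs. The pre-miRNA of MIR1298 (ENSG00000221710.1, X chromosome, 113949650–113949761) fell from a mean RPKM of 8480 (SD 1340, n = 3 SCR libraries) to 506 (SD 354, n = 4 knockdown libraries), a log2 change of −3.86 (SE 0.698, adjusted p = 0.0155), and SNORD105B (ENSG00000238531.1, chromosome 19, 10220433–10220511) rose from 14900 to 194000 (SD 143000), log2 4.01 (SE 0.666, adjusted p = 0.0155). Other falls were MIR548F1 (−3.53), MIR4792 (−3.5), MIR520A of the placental chromosome 19 cluster (−3.44) and MIR30E (−2.96), and other rises SNORD12 (3.39), SNORD12C (3.2), SNORD63 (3.13) and SNORD127 (3.01), all C/D box snoRNAs. Sizes depend on single libraries: without siRNA1 of HS360p62 MIR548F1, MIR4792 and MIR30E were at −2.68, −2.6 and −2.16, and without the SCR library of HS360p66 SNORD12, SNORD12C and SNORD63 at 2.7, 2.57 and 2.36. Of 776 features tested with limma, 139 changed, 50 up and 89 down, and 295 had an unadjusted p under 0.05. With the culture as a block, in which the HS360p66 control carries no information, 0 were called by limma, 246 had an unadjusted p under 0.05, and the lowest adjusted p was 0.0722. The count rests on the control libraries: it was 40 without the SCR library of HS360p62, 2 without that of HS360p66 and 1 without that of H9p38, when MIR326, but none of the features above, passed without either of the latter. It was 79 without siRNA2 of HS360p62 and 49 without siRNA2 of H9p38. Among the study's own small RNAs (Table S2B), picked on these libraries, 33 features could be tested, of which all had the sign the study gives and 23 passed. An interaction of knockdown with line was fitted, but H9 has 1 SCR library, so it could not decide whether the effect differs between the lines.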

The most abundant transcriptional class regulated by POLR3G (Figure 2D) was mature miRNAs (n = 59) representing 61% of all the smallRNAs regulated by POLR3G and 7% of the miRNAs present in hESC smallRNA transcriptome. The other abundant smallRNA classes regulated by POLR3G included pre-miRNAs (n = 20) and snoRNAs (n = 10), representing 21% and 10% of all POLR3G-dependent smallRNAs, respectively. Similarly to polyA^+^ transcriptome, most of the POLR3G-dependent smallRNAs (n = 84, 87%) were downregulated and only a small proportion (n = 13, 13%) was upregulated in response to POLR3G knockdown (Figure 2E and Table S2B). 

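Pre-miRNAs and snoRNAs moved in opposite directions after POLR3G knockdown. Of 294 pre-miRNAs, which give rise to mature miRNAs, 80 fell and 0 rose (270 lower; median log2 change −1.09), and of 166 snoRNAs 43 rose and 0 fell (146 higher; median 1.05). In the miR-302 cluster, which marks pluripotent cells, MIR302A fell by 2.09 log2 (SE 0.678, adjusted p = 0.0458, mean RPKM 220000, SD 133000, in the 4 knockdown libraries), MIR302C by 1.91 (adjusted p = 0.043) and MIR302D by 2.23 (adjusted p = 0.043), and MIR367 was lower by 1.22 (adjusted p = 0.141). The placental cluster C19MC had 12 falls among 20 pre-miRNAs (median −1.62), the miR-17-92 family, which promotes growth, 1 fall among 9 (median −1.46, MIR25 −2.14, adjusted p = 0.0356), and the miR-200 family, of epithelial cells, 1 among 5 (MIR141 −2.18, adjusted p = 0.0285, camera adjusted p = 0.102, and 0.61 with an estimated correlation). C/D box snoRNAs, guides of 2′-O-methylation, had 40 rises, with 100 higher and 6 lower (median 1.65), and H/ACA box snoRNAs, guides of pseudouridylation, 3 among 48 (median 0.35, SNORA31 3.13, adjusted p = 0.0218). Camera called pre-miRNAs (adjusted p = 8.72e-39), C/D box snoRNAs (1.3e-26), C19MC (3.5e-07), H/ACA box snoRNAs (0.000684), miR-17-92 (0.0267) and miR-302 (0.0267), and none of them with an estimated correlation (adjusted p = 0.307, 0.196, 0.379, 0.379, 0.61 and 0.469). With the culture as a block all 6 were called, with adjusted p from 5.84e-41 to 0.0367. In that model 0 pre-miRNAs and 0 snoRNAs were called singly by limma. MIR302A had an adjusted p = 0.117, MIR302C 0.0909, MIR302D 0.0976, MIR25 0.0976, MIR141 0.0774 and SNORA31 0.0722. Without the block and adjusted over the list alone, 93 pre-miRNAs, 61 C/D box snoRNAs, 17 of C19MC, 2 H/ACA box snoRNAs, 1 of miR-17-92 and 3 of miR-302 passed. Without siRNA1 of HS360p62, the library with the smallest share of pre-miRNA reads (7.55%), the medians were −0.69 for pre-miRNAs and −0.93 for miR-17-92. MIR302A was then at −1.463 and did not pass by limma (adjusted p = 0.0601), and MIR302D was at −1.555 (adjusted p = 0.0336). The rises and falls of single features rest on the controls: without the SCR library of HS360p62, HS360p66 or H9p38, 13, 2 and 1 pre-miRNAs and 22, 0 and 0 snoRNAs were called, and without siRNA2 of HS360p62 or H9p38 39 and 24 pre-miRNAs and 32 and 23 snoRNAs. The miR-17-92 call was lost without the SCR library of HS360p62 (adjusted p = 0.0884) or H9p38 (adjusted p = 0.105), and that of miR-302 without the former (adjusted p = 0.0605).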

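Of 139 small RNAs that changed after POLR3G knockdown, 89 (64%) fell, of which 80 were pre-miRNAs.
The reads of the libraries shifted from pre-miRNAs to snoRNAs, the guides of RNA modification.
In HS360p62, pre-miRNAs took 43.6% of the reads in the SCR library, 7.55% with siRNA1 and 33% with siRNA2, and snoRNAs 31.8, 74.8 and 45.8%. In H9p38, pre-miRNAs took 45.7% in SCR, 20.1% with siRNA2 and 22.7% with siRNA3, and snoRNAs 24.1, 58.4 and 40%.
The log2 ratio of pre-miRNA to snoRNA reads was 1.11 (SD 0.77, n = 3) in SCR and −1.54 (SD 1.26, n = 4) in knockdown libraries, and the difference of −2.65 had an exact two-sided p of 0.0286, the smallest that the 35 splits of the libraries can give. These splits ignore that the libraries pair by culture, and the 9 splits that keep the cultures are too few for a p under 0.05.
Of the other classes, 5 rRNA genes or pseudogenes fell and 2 rose of 69. RNA5SP283 was down by 2.78 log2 (adjusted p = 0.0487 by limma) and RNA5SP113 by 2.46 (adjusted p = 0.032). RNA5SP283 was at −1.823 (adjusted p = 0.0546) without siRNA1 of HS360p62 and −2.115 (0.248) without the SCR library of HS360p66. RNA5SP113 was at −1.623 (adjusted p = 0.139) without that SCR library and −1.697 (0.122) with the culture as a block.
The share that fell was 52.3% with upper quartile scaling and 77.7% on the deposited scale, which put the median of all features at 0.11 and −0.35 log2 against −0.09. It was 48% among features with a mean of 10 or more reads, 42.9% with untrended variances, 29% without a filter and 49% without siRNA2 of H9p38. It was 37.5% without the SCR library of HS360p62, and 100% of the 2 features or 1 feature left without that of HS360p66 or H9p38.

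**Figure D2:**
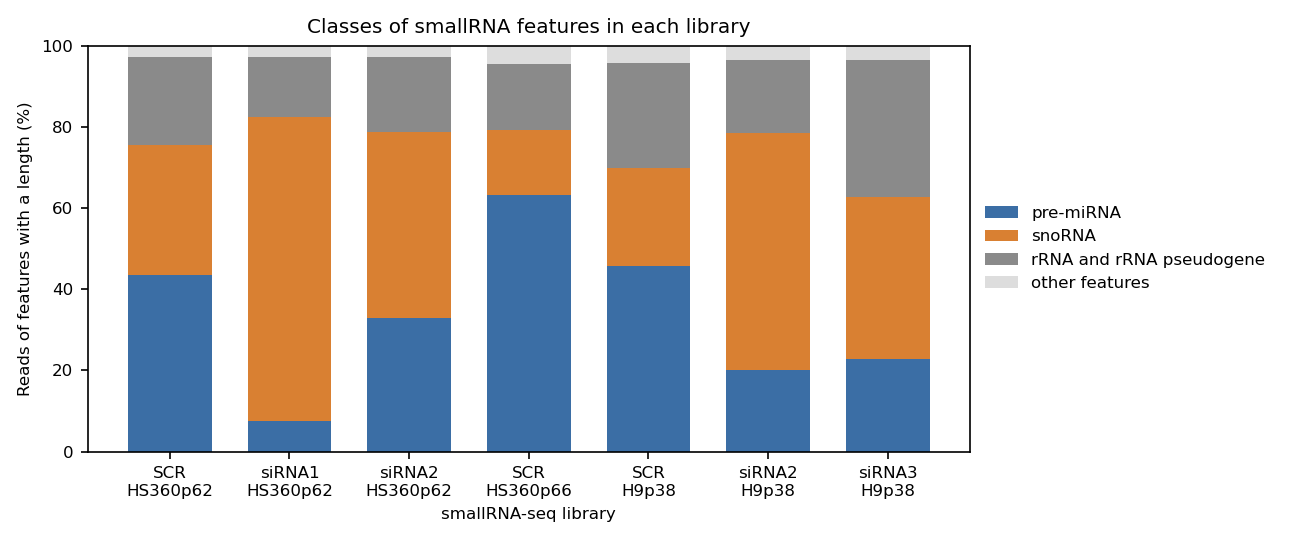
Share of the reads in each smallRNA-seq library that fell on pre-miRNAs (blue), snoRNAs (orange), rRNA genes and rRNA pseudogenes (grey) and other features (light grey), for the 3 SCR and 4 POLR3G knockdown libraries.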

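Of the 50 small RNAs that rose after POLR3G knockdown, 43 (86%) were snoRNAs, mostly C/D box snoRNAs. SNORD116-16 rose by 3.67 log2, SNORD116-18 by 3.56 and SNORD116-24 by 3.12, members of the imprinted SNORD116 cluster of chromosome 15, whose nearly identical copies share reads, so how many of them rose is uncertain. Without siRNA1 of HS360p62, a library far from the others for the first pair by Dixon's test, they rose by 3.03, 2.84 and 2.63. The other 7 rises were 2 rRNA features, 2 of the class with Y RNAs, 1 tRNA gene, 1 small nuclear RNA and 1 feature without a class. The mean fold of the rises was 5.83 (median 4.89). Their number is not stable to the libraries used: without the SCR library of HS360p66 or that of H9p38, 0 features rose by limma's adjusted p, and in every other setting that left rises snoRNAs were 75.4 to 92% of them.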

Interestingly, most of the smallRNAs (n = 10, 77%) induced in response to POLR3G silencing were snoRNAs. Half of these were from imprinted locus in the chromosome 14q32. In comparison with polyA^+^ transcripts, the impact of POLR3G depletion on smallRNAs was strong in magnitude. 

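In the imprinted 14q32 locus, where SNORD113 and SNORD114 snoRNAs are expressed from the maternal chromosome, all 14 of 25 snoRNAs tested were higher after POLR3G knockdown and 5 rose in the main setting. SNORD114-26 (chromosome 14, 101453383–101453454) rose from a mean RPKM of 3.53 (SD 6.12, n = 3) to 157 (SD 116, n = 4), log2 2.18 (SE 0.459, adjusted p = 0.0155), and SNORD114-12 rose by 3.48 (SE 0.98, adjusted p = 0.032) and SNORD114-25 by 2.23 (adjusted p = 0.0268). SNORD114-28 had 0 reads in all SCR libraries and 37 in the knockdown libraries, at least 8.4-fold higher against a floor of 3 reads over the SCR libraries (adjusted p = 0.0227), and SNORD113-7 was higher by 2.59 (adjusted p = 0.0609). SNORD114-26, SNORD114-25, SNORD114-12 and SNORD114-28 did not pass with the culture as a block (adjusted p = 0.0722 for the first 3 and 0.0795), nor without the SCR library of HS360p62 (0.066 to 0.122), HS360p66 (0.104 to 0.149) or H9p38 (0.0799 to 0.102). Adjusted over the list alone 11 of the 14 passed. Their median was 2.13 log2, or 2.21 with SNORD114-28 at that bound, and camera called them (adjusted p = 1.72e-06, but adjusted p = 0.456 with an estimated correlation, and adjusted p = 5.1e-08 with the culture as a block). Of the 6 pre-miRNAs tested from the same locus, MIR889 fell (6 SCR reads and 0 after knockdown, at least 2.9-fold lower, adjusted p = 0.0268, but 0.0722 with the culture as a block), 5 were lower and 1 higher, and the group was not called (median −0.32, adjusted p = 0.416, and 0.74 with an estimated correlation). SNORD114 copies resemble each other and had few reads (9.6 per library for SNORD114-26).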

For polyA^+^ transcripts the average fold change for repressed transcripts in response to POLR3G silencing was 1.9, whereas for smallRNAs it was 5.9. These results indicate that in addition to multiple types of polyA^+^ transcripts, POLR3G is required for maintenance of a specific subset of miRNAs in hESCs. In addition, POLR3G represses transcription of a small fraction of snoRNAs.

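The mean fold of the polyA+ genes that were lower after POLR3G knockdown, at an unadjusted p under 0.05 and a fold of at least 1.5, was 1.97 (median 1.8, 2044 genes), and of those that were higher 2.01 (median 1.74, 958 genes), and by limma 0 passed. Of the transcripts on the study's list the lower ones had a mean fold of 1.97 and the higher ones 2.64. Among the small RNAs that fell, the mean fold was 4.33 (median 3.9, 89 features). It was 6.4 without siRNA2 of H9p38 (24 features) and 3.54 without siRNA1 of HS360p62 (64 features). Without the SCR library of HS360p66 or H9p38 it was 1.99 (2 features) or 2.9 (1 feature). MIR3648 and MIR3687 fell by 3.22 and 2.91 log2, MIR4417 by 3.05 and MIR448 by 2.85. Without siRNA1 of HS360p62 they were at −2.304, −2.302, −2.544 and −2.621. MIR3648 did not pass by limma without siRNA2 of HS360p62 (adjusted p = 0.0543). The pre-miRNA of MIR138-2 had 12 reads in the SCR libraries and 0 after knockdown, at least 5.8-fold lower.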

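SNORD96B, a C/D box snoRNA, rose by 1.88 log2 after POLR3G knockdown, and MIR326, a miRNA precursor, had 18 reads in the SCR libraries and 0 in the knockdown libraries, at least 8.8-fold lower against a floor of 3 reads over the 4 libraries (adjusted p = 0.0155 by limma). MIR326 was the one named feature that passed without the SCR library of HS360p66 (adjusted p = 0.0359) and without that of H9p38 (adjusted p = 0.0431), and SNORD96B passed in neither. Features with a mean of 10 or more reads made up 50 of the pre-miRNAs that fell and 39 of the snoRNAs that rose. Among the rest, snRNAs had 17 higher and 11 lower of 28 (median 0.39), with 1 rise and 1 fall (RNU5F-1, a U5 copy, −1.94, adjusted p = 0.0293). As a group their direction was up and not called (camera adjusted p = 0.0544, and 0.307 with an estimated correlation). Camera called snRNAs up with upper quartile scaling (adjusted p = 0.0392), without siRNA2 of HS360p62 (0.0476) and without siRNA3 of H9p38 (0.0284). Their median was 0.064 without the SCR library of H9p38 and 0.101 without that of HS360p66, with no call (camera adjusted p = 0.376 and 0.0586). Mitochondrial tRNAs had 0 changes of 15 by limma (median −0.5, camera adjusted p = 0.633, and 0.848 with an estimated correlation), with MT-TG lower by 1.72 and MT-TV higher by 1.4, both at an adjusted p = 0.0794. The rRNA group had a median of 0.12, or −0.04 on the deposited scale (camera adjusted p = 0.401, and 0.737 with an estimated correlation). The paper takes the smallRNA-seq results as a sign that hESCs need POLR3G to maintain a particular subset of miRNAs. It also states that POLR3G represses the transcription of a small share of snoRNAs.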

### Functional Enrichment Analysis of POLR3G-Regulated Transcripts

To examine the function of the POLR3G-dependent transcripts, we performed pathway analysis with the Ingenuity Pathway Analysis Tool (Qiagen). Consistent with our findings, the results linked the POLR3G-regulated polyA^+^ transcripts to important functions in the cellular maintenance and regulation of early developmental programs (Table 1). 

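Among groups of genes fixed as lists before the data were examined, mitochondrial and ribosomal protein genes were higher after POLR3G knockdown. All 13 mRNAs encoded in mtDNA were higher in all 3 pairs, with a median of 1.36 log2 (MT-ND1 1.59, SE 0.178, and MT-ND4, which overlaps MT-ND4L, 1.4, SE 0.151), 75 of 77 cytosolic ribosomal protein genes were higher in all 3 (median 0.38, RPL26 0.6, SE 0.094), and so were 59 of 66 nuclear genes of oxidative phosphorylation (median 0.33, NDUFB2, a subunit of complex I, 0.79, SE 0.09). Of the 13 mtDNA mRNAs, 8 are also in Table S2A as increased, drawn from these libraries, and so are not independent evidence. On the deposited scale the 3 medians were 1.14, 0.17 and 0.12. Camera called these 3 lists (adjusted p = 7.49e-12, 1.91e-22 and 1.83e-15) but none of them with an estimated correlation (adjusted p = 0.633, 0.529 and 0.529). By limma 0 of their genes passed over all genes, and 13, 1 and 3 passed, all higher, adjusted over the list alone. Splicing factors lay both ways, 7 lower and 11 higher in all 3 pairs of 40 (camera adjusted p = 0.463, and 0.839 with an estimated correlation). Their median was 0.11, but −0.1 on the deposited scale, −0.065 with camera's direction down without HS360p62, and 0.199 without HS360p66. SON, which keeps nuclear speckles together, was lower by 0.53 (SE 0.097, adjusted p = 0.0652), and adjusted over the list alone 2 passed, both lower. DNA replication had 3 lower and 9 higher of 26 (median 0.17, −0.05 on the deposited scale, camera adjusted p = 0.0857, but called up without HS360p66 at an adjusted p = 0.00115 with a median of 0.29, and 0.752 with an estimated correlation), with CDT1, a licensing factor, lower by 0.42 (SE 0.087, adjusted p = 0.0685) and CDC45, of the replicative helicase, higher by 0.41 (SE 0.114, adjusted p = 0.0929), and adjusted over the list alone 2 passed, 1 each way. Subunits and factors of RNA polymerase III had 8 lower and 11 higher of 31. Their median was 0.05, their mean −0.05 and camera's direction up, and the median was −0.02 with upper quartile scaling and −0.16 on the deposited scale (camera adjusted p = 0.642, and 0.836 with an estimated correlation), and adjusted over the list alone 2 passed each way. POLR3C, a further subunit, was higher by 0.59 (SE 0.135, adjusted p = 0.0753). Without HS360p62, MT-ND1, MT-ND4, RPL26, NDUFB2 and SON passed (adjusted p = 0.0144, 0.0148, 0.0289, 0.0159 and 0.0258), and on the deposited scale MT-ND1, MT-ND4, SON and CDT1 (adjusted p = 0.031, 0.031, 0.0339 and 0.0339). No gene passed with HS360p66 or H9p38 left out instead.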

The functions of POLR3G-dependent non-coding transcripts, including smallRNAs, are largely unknown.

A total of 114 molecules linked to pluripotency function were found in the Ingenuity Pathway database. Of these, eight (*DNMT1*, *APC*, *SMARCA4*, *NIPBL*, *RIF1*, *RTF1*, *TET1*, and *LIN28A*) showed downregulation from −1.5-fold to −2.9-fold (FDR < 0.05) in response to POLR3G knockdown. In addition, several of the miRNAs predicted to target these factors were regulated in a POLR3G-dependent manner. However, most of them were downregulated rather than upregulated. 

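The 8 pluripotency-associated genes were each lower in all 3 pairs after POLR3G knockdown, with a median of −0.87 log2. SMARCA4, the ATPase of a chromatin remodeling complex, was lower by 0.95 log2 (SE 0.162, n = 3 pairs, adjusted p = 0.0631), APC, a brake on Wnt signaling, by 0.9 (SE 0.14, adjusted p = 0.0622), TET1, which oxidizes methylcytosine, by 0.86 (SE 0.156, adjusted p = 0.0652), and DNMT1, which maintains DNA methylation, by 0.74 (SE 0.118, adjusted p = 0.0622). RTF1, of the PAF1 complex, was 1.65-fold (SE 0.124 in log2, adjusted p = 0.0631) and RIF1, a regulator of replication timing, 1.47-fold lower (SE 0.114 in log2, adjusted p = 0.0679), and NIPBL 2.79-fold lower. By limma 0 of the 8 passed over all genes and 7, all lower, adjusted over the list alone, and camera called the list (adjusted p = 2.42e-07, but adjusted p = 0.529 with an estimated correlation). The study chose these genes on the same libraries, so this is not independent evidence of their direction. Without HS360p62, all but RIF1 (adjusted p = 0.0633) passed: SMARCA4 (adjusted p = 0.0122), APC (0.0381), TET1 (0.034), DNMT1 (0.0129), RTF1 (0.0227), NIPBL (0.0101) and LIN28A (0.0101). On the deposited scale all 8 did, with adjusted p from 0.0291 to 0.0339. None of the 8 passed with HS360p66 or H9p38 left out instead, and the fit without HS360p62 rests on those cultures alone.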

Only two of the miRNAs were upregulated (*hsa-miR-4472*, 45.89-fold, FDR = 0.04; and *hsa-miR-4695-5p*, 24.63-fold, FDR = 0.0005) and their predicted targets *RTF1* (−1.62, FDR = 0.0003) and *RIF1* (−1.55, FDR = 0.004), respectively, were downregulated. 

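LIN28A (ENSG00000131914.6, chromosome 1, 26737308–26756219), which blocks the processing of let-7 miRNA precursors, was lower after POLR3G knockdown in each culture: from 442 to 222 RPKM in HS360p62, from 306 to 137 in HS360p66 and from 507 to 231 in H9p38. The mean log2 change was −0.89 (SE 0.087, n = 3 pairs, 1.85-fold lower, adjusted p = 0.0612 by limma), with pairs at −0.83, −0.94 and −0.89. Its paralog LIN28B was higher by 0.39 (SE 0.099, adjusted p = 0.0833). In the smallRNA-seq data, 4 pre-miRNAs of the let-7 family, MIRLET7I (−1.28, adjusted p = 0.356), MIRLET7G (−0.61), MIR98 (−0.05, but 0.13 with the culture as a block) and MIRLET7F2 (0.02, but −0.06 with relative log expression scaling and −0.28 on the deposited scale), did not pass, and the group's median was −0.33, but 0.19 without siRNA1 of HS360p62, 0.01 without siRNA2 of HS360p62 and 0.02 without the SCR library of HS360p66 (camera adjusted p = 0.709, and 0.853 with an estimated correlation). LIN28A passed without HS360p62 (log2 −0.94, adjusted p = 0.0101) and on the deposited scale (adjusted p = 0.0291), but not without HS360p66 or H9p38.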

Among the downregulated pluripotency-associated genes was also *LIN28A* (−1.88, FDR = 2.12 × 10^−4^), which has a well-known function in the regulation of mouse ESC self-renewal through suppression of *let-7* miRNA maturation (Shyh-Chang and Daley, 2013). *Let-7* miRNAs again repress *LIN28A* during stem cell differentiation. Therefore, we looked into the *let-7* levels in the data and found increased levels of *hsa-let-7b-5p* (4.35-fold, p = 0.02) and *hsa-let-7c* (5.21-fold, p = 0.01) with unadjusted p values in response to POLR3G silencing. No consistent changes were observed for the other *let-7* family members.

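Markers of differentiated cells were mostly higher on average after POLR3G knockdown, but many were not higher in all 3 pairs. With all 3 cultures, 0 of them passed by limma over all genes. The core pluripotency factors lay near their SCR level. Of 27 core pluripotency genes, 4 were lower and 4 higher in all 3 pairs (median −0.07, but 0.08 and up without HS360p66 and −0.15 without HS360p62, camera adjusted p = 0.642, and 0.839 with an estimated correlation): NANOG −0.17 (SE 0.153, adjusted p = 0.483, −0.32 without HS360p62 and 0.05 without HS360p66), SOX2 −0.16 (SE 0.116, adjusted p = 0.378) and POU5F1 0.01 (SE 0.095, adjusted p = 0.972, below 0 with upper quartile and relative log expression scaling, on the deposited scale and without H9p38), while OTX2, of anterior ectoderm and primed pluripotency, was higher by 0.58 (adjusted p = 0.0688). LIN28A, on this list and the study's own, was the 1 that passed, lower, adjusted over the list alone. Endoderm markers had 4 higher and 1 lower in all 3 pairs of 10 (median 0.68, AFP of yolk sac and fetal liver 2.23, SE 0.506, adjusted p = 0.0753, SOX17 0.72, adjusted p = 0.0892) and smooth muscle and cytoskeleton genes 4 higher and 1 lower of 13 (median 0.85, the actin ACTG2 2.43, SE 0.554, adjusted p = 0.0753, the actin-binding TPM2 0.91, adjusted p = 0.0705). Camera called both (adjusted p = 0.0358 and 0.0154, but adjusted p = 0.752 with an estimated correlation for each). The first was lost without H9p38 (0.0801), with the length trend removed (0.0729) and with the pairs left out of the model (0.302), and the second without HS360p66 (0.142) or H9p38 (0.0546) and with the pairs left out (0.0802). Adjusted over the list alone, 0 and 3 passed. The smooth muscle median was 0.432 without H9p38 and 1.172 without HS360p62. Not called were ectoderm and neural markers (14 tested, 7 higher and 2 lower, median 0.32, camera adjusted p = 0.0657, TUBB3 1.2 with its own adjusted p = 0.0977), mesoderm markers (14, 3 and 3, 0.63, camera adjusted p = 0.319) and trophoblast markers (5, 1 and 0, 0.56, −0.09 without HS360p66, camera adjusted p = 0.229), each with a camera adjusted p = 0.752 with an estimated correlation, and adjusted over the list alone 0, 1 (lower) and 0 passed. The mesoderm median was 0.327 without HS360p66 and 1.024 without HS360p62. Without HS360p62, camera also called ectoderm, mesoderm and trophoblast markers (adjusted p = 0.0246, 0.0329 and 0.0086). On the deposited scale it called the first pair (adjusted p = 0.00975 and 0.0291), and with upper quartile scaling ectoderm markers (adjusted p = 0.0378). AFP, ACTG2, TPM2, OTX2 and TUBB3 passed the gene test without HS360p62 (adjusted p = 0.00674, 0.00406, 0.00571, 0.0279 and 0.0283). AFP was then at 2.933 log2 and ACTG2 at 3.249. Leaving out HS360p66 or H9p38 instead, 0 genes passed. In HS360p62, HS360p66 and H9p38, AFP changed by 0.774, 2.283 and 3.638 log2 and ACTG2 by 0.749, 2.641 and 3.911. Markers of fibroblast feeders differed between the same cultures, with a median of −0.09 in HS360p62, 2.23 in HS360p66 and 0.98 in H9p38, beside −0.36, 0.89 and 1.36 for the smooth muscle genes. From functional enrichment the paper concludes that POLR3G maintains transcripts of cellular maintenance, proliferation and early development.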

Taken together, based on functional enrichment analysis, POLR3G is required for maintenance of transcripts important in regulation of cellular maintenance, proliferation, and early developmental programs. Importantly, the functions of the POLR3G-dependent non-coding RNAs are largely unknown, highlighting the lack of knowledge in the importance of non-coding transcriptome in the regulation of pluripotency.

### Regulation of POLR3G-Dependent Transcripts during Early Differentiation

To study whether the POLR3G-dependent transcripts are regulated during differentiation of hESCs, we examined regulation of these transcripts in the deeply sequenced RNA-seq data available on differentiation of hESCs into three different germ cell lineages (endoderm, mesoderm, and ectoderm) by Gifford et al. (2013). Of our 718 POLR3G-regulated polyA^+^ transcripts, 537 were present in the data by Gifford et al. (2013). Of these, 70% (n = 377) showed at least 1.5-fold change (p value cutoff 0.05) in response to differentiation (Table S3). This represented 3.8% of the all 10,010 differentially regulated genes in the data by Gifford et al. (2013). The POLR3G-regulated transcripts included both induced and repressed genes and were associated with all three germ cell lineages endoderm (98 down, 120 up), ectoderm (108 down, 116 up), and mesoderm (151 down, 104 up). From these observations we can conclude that POLR3G regulates a specific subset of transcripts in hESCs, most of which are differentially regulated during early differentiation of hESCs to all the different germ cell lineages.

### Impact of POLR3G Silencing on Alternative Splicing of Transcripts

We next analyzed the impact of POLR3G silencing on the alternative splicing of transcripts. Using the rMATS method (replicate multivariate analysis of transcript splicing) (Shen et al., 2014), the number of splicing events detected in the samples ranged from thousands (retained intron) to tens of thousands (skipped exon) based on counts from reads mapping to exon junctions and alternative exons (and similar numbers based on just junction counts), whereas the combined number of alternative splicing events (ASEs) from both junction counts and counts from junction and alternative exon reads (FDR < 0.05, ΔΨ > 0.2) for the following subclasses were: 109 (71) skipped exon (SE), 25 (16) alternative 5′ splice site (A5SS), 15 (7) alternative 3′ splice site (A3SS), 62 (49) retained intron (RI), and 22 (11) mutually exclusive exons (MXE) (Table S4). The numbers in parentheses indicate the number of ASEs wherein the sign of ΔΨ was consistent among all three case-control pairs (in contrast to ASEs that had too few reads in some samples or those wherein the sign of ΔΨ varied among case-control pairs).

Splicing analysis with MISO (mixture of isoforms) (Katz et al., 2010) was performed independently for each of the three case-control pair replicates and splicing events meeting the filtering criteria (Bayes factor ≥5, ΔΨ >0.2, number of reads supporting inclusion/exclusion isoform for case/control samples, or vice versa, ≥10) for all the three replicate pairs and with consistent sign of ΔΨ were considered significant. Using these ad hoc filtering criteria, only six ASEs were detected (Table 2).

Given the relatively small number of statistically significant splicing events from MISO analysis and discrepancies in the splicing event annotations, only one ASE, skipped exon of *HDAC7* gene (exon 9 of RefSeq NM_015401), was detected by both rMATS (FDR = 8.82 × 10^−22^, ΔΨ = 0.29) and MISO (Bayes factor = 1.00E+12, ΔΨ = 0.21–0.37) (Figure S3). This ASE was subjected to further experimental validation with qRT-PCR, which confirmed increased expression (fold change 1.52–7.03, p = 0.09) of the variant lacking the exon after silencing of POLR3G in all four biological replicates examined (data not shown).

### Enrichment of Pluripotency Factors in the Proximity of POLR3G-Dependent Transcripts

We next examined the binding of transcription factors, important for pluripotency, in the promoters of the POLR3G-regulated transcripts. For the comparison we used existing chromatin immunoprecipitation sequencing (ChIP-seq) data by Lister et al. (2009) on POU5F1, NANOG, SOX2, and KLF4 binding. Additionally EP300, a histone acetyltransferase and transcriptional co-activator important for stem cell differentiation, was included in the analysis. The promoter was defined as a region including 1,000 bp upstream from the transcription start site (TSS) of the transcript and included first exon and intron, if present. We found significant enrichment for NANOG, SOX2, and KLF4, but not POU5F1, in the promoters of the POLR3G-regulated polyA^+^ transcripts in comparison with similar enrichment in the all the genes expressed in hESCs (Table 3). Interestingly, enrichment of the subunit of Pol III complex, POLR3A, was not observed, although this subunit has been previously reported to co-localize with the pluripotency factors (Alla and Cairns, 2014). A total of 311 (30.5%) of all the POLR3G-dependent polyA^+^ transcripts expressed in hESCs had a binding site for one or more pluripotency factors in the promoter region (Figure 3A).

### POLR3G Binding Sites in Genome

ChIP-seq was carried out to identify the genomic binding sites of POLR3G and direct targets of transcriptional regulation. 

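The deposited ChIP-seq data are peak lists from NT2D1 cells, an embryonal carcinoma line with pluripotent features: POLR3G replicate 1 and H3K4me3, a histone mark of active promoters that served as the positive control, at passage 37, and POLR3G replicate 2 at passage 39. The main methods text gives other passages. The authors mapped reads to hg19 with Bowtie2, kept uniquely mapping reads and called peaks for each sample with MACS against the input of its passage. Reads that fit several copies of a tRNA gene or other repeat are therefore missing from the peaks. A peak's score grows with the MACS p (−log10), and the lowest were 40.02 in replicate 1, 40 in replicate 2 and 50.01 in H3K4me3. Peaks were compared by shared bases on GRCh37 with bedtools, against 1000 random shifts of all peaks along their chromosomes, and against gene starts and the features of Table S5. The tRNA genes were taken from that table alone, so peaks outside it were not compared with tRNA genes.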

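The POLR3G peaks of the replicates in NT2D1 cells differed in strength and overlapped little. The 5S rRNA gene array on chromosome 1 (228743811–228783014, 39204 bp), a classic RNA polymerase III target, held the strongest peak of replicate 1 (score 3100) and was also a peak in replicate 2, as was the next strongest, on chromosome 1 at 161409320–161442942 (score 2996.33). Replicate 1 had 863 peaks, 218 (25.3%) with a score of at least 100, and replicate 2 had 1536, 32 (2.1%) at that score. A peak of replicate 2 overlapped 46 peaks of replicate 1 (5.3%, 95% interval 4–7%), against a mean of 3.1 and at most 9 in 1000 shifts (permutation p = 0.001, the smallest that the shifts can give). Among peaks of replicate 1 with a score of at least 100 it was 16 (7.3%), and among those above the median score 35 (8.1%).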

After several failed experiments with hESC lines, good-quality ChIP-seq data were obtained with one of the two replicates of pluripotent NT2D1 line. Altogether 836 peaks (p = 1.00 × 10^−4^) were detected in the POLR3G ChIP-seq data. 

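Strong POLR3G peaks in NT2D1 cells lay on tRNA genes, and most peaks were weak. After the arrays on chromosome 1, the highest scores of replicate 1 were at tRNA-Asp-GTC-2-10 with tRNA-Ala-TGC-4-1 (chromosome 12, 125423447–125425244, score 1761.5), at a group of 4 tRNA genes with tRNA-Lys-CTT-2-1 (chromosome 1, 145394852–145399940, 1727.62), at tRNA-Lys-TTT-3-1 and 3-2 (chromosome 1, 204474987–204476945, 1460.32) and at tRNA-Leu-CAG-2-1 and 2-2 (chromosome 16, 57333106–57335176, 1445.99). The median score of the 863 peaks was 49.61 and the median width 1206 bp (430 to 41571 bp). H3K4me3 overlapped 308 of the peaks (35.7%, 95% interval 32.6–38.9%), against a mean of 37.3 and at most 55 in random shifts (permutation p = 0.001, the smallest possible), 194 of the 218 with a score of at least 100 (89%) and 261 of those above the median score (60.4%).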

First we compared the genomic regions bound by POLR3G with the data available on POLR3A binding sites in H1 hESCs by Alla and Cairns (2014). Of the 330 regions bound by POLR3A, 225 were overlapping with genomic regions bound by POLR3G. These regions were chosen for further analysis to ensure identification of POLR3G-regulated targets with high confidence. 

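The regions that POLR3G shares with POLR3A (Table S5) hold the stronger peaks of replicate 1 and most carry the promoter mark H3K4me3. The table's 225 entries fall on 199 different peaks of POLR3G replicate 1, all found with the same coordinates, with a median score of 217 (40.17 to 1761.5). H3K4me3 overlapped 188 of the 199 (94.5%, 95% interval 90.4–96.9%). Replicate 2 had a peak at 1 of them, at POLG (0.5%), and at 45 of the other 664 (6.8%), whose median score was 46.2 and of which 120 (18.1%, 15.3–21.2%) overlapped H3K4me3. Among the peaks with the highest scores, the 5S rRNA array and the next strongest peak, both on chromosome 1, are not in the table.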

The majority of the POLR3G binding sites were localized as clearly defined peaks overlapping with 245 different tRNA genes (Table S5). In addition, 13 peaks were overlapping with non-coding RNAs encoding for components of the ribonucleoproteins (*RMRP*, *RN7SK*, *-7SL1*, *-7SL2*, *RNU6-1*, *-2*, *-8*, *-9*, *-ATAC*, *RNY1*, *-3*, *-4*, *-5*). 

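POLR3G peaks in Table S5 name 237 different tRNA genes in 185 regions. Of these, 52 regions hold 2 or more tRNA genes, up to 4, and in such regions a peak does not tell which gene was bound. Among the strongest were those at tRNA-Tyr-GTA-2-1 and tRNA-Ala-AGC-8-1 (chromosome 2, 27272873–27274860, score 1242.76) and at tRNA-Val-CAC-8-1 (chromosome 1, 149293718–149295441, score 1119.29). The other 14 regions name no tRNA gene. The 10 strongest peaks of replicate 1 all overlapped H3K4me3, and only the strongest pair, outside the table, overlapped replicate 2.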

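RNA components of ribonucleoproteins lay under POLR3G peaks of moderate strength in NT2D1 cells. RMRP, of the RNase MRP that processes rRNA, had a score of 324.59 (chromosome 9, 35657169–35658714), the 7SL RNAs of the signal recognition particle RN7SL2 280.31 and RN7SL1 235.83, and RN7SK, which holds back P-TEFb, 129.11. The Y RNA genes, whose RNAs bind Ro60, had 286.55 (RNY1), 197.52 (RNY3), 193.16 (RNY4) and 141.53 (RNY5), and the spliceosomal U6 genes 285.77 (RNU6-2), 145.72 (RNU6-8), 129.67 (RNU6-9) and 73.84 (RNU6-1), with 211.93 for RNU6ATAC. Each of these 13 peaks overlapped H3K4me3, and none overlapped a peak of replicate 2. In hESCs, RNU6ATAC, of the minor spliceosome, was higher by 0.44 log2 after POLR3G knockdown (adjusted p = 0.129 by limma), and RNY3, RMRP, RN7SK, RN7SL1, RN7SL2 and the U6 genes are not among the smallRNA-seq features analysed here.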

Two peaks overlapped miRNAs (predicted *AC008738.2*, *MIR3676*) and one vaultRNA (*VTRNA1-3*).

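The peak at MIR3676 (chromosome 17, 8088983–8091676) was the strongest of the 3, with a score of 1231.41, rank 9 of the 863 peaks. It is 2694 bp wide and also covers 4 tRNA genes (of tryptophan, serine, threonine and isoleucine), so the score is not that of MIR3676 alone. VTRNA1-3, a vault RNA gene, lay under a peak with a score of 411.32 (chromosome 5, 140105031–140106583, rank 65), and AC008738.2 under one with a score of 351.55 (chromosome 19, 33667295–33668766, rank 76) that also covers tRNA-Thr-AGT-1-3 and the start of LRP3. All 3 overlapped H3K4me3 and none overlapped replicate 2. In hESCs the pre-miRNA of MIR3676 had too few reads to be tested, with RPKM of 9.5, 0 and 26.87 in SCR and 91.48, 0, 14.61 and 30.66 in knockdown libraries.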

To identify the direct targets of the POLR3G putatively important in the maintenance of hESC status, we identified the overlaps in the genomic binding sites of POLR3G/POLR3A and changes in the transcription of coding or non-coding genes in response to POLR3G knockdown. 

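POLG (ENSG00000140521.7, chromosome 15, 89848429–89878092, minus strand), the catalytic subunit of the mitochondrial DNA polymerase, was lower after POLR3G knockdown in each hESC culture: from 14.0 to 9.25 RPKM in HS360p62, from 11.5 to 7.4 in HS360p66 and from 14.6 to 7.6 in H9p38. The mean log2 change was −0.51 (SE 0.112, n = 3 pairs, with −0.43, −0.4 and −0.69 in the pairs), 1.42-fold lower, with an adjusted p = 0.0724 by limma. It did not pass without HS360p62 (adjusted p = 0.0553) and passed on the deposited scale (log2 −0.72, adjusted p = 0.0372). Its start lay under a POLR3G peak of replicate 1 with a score of 488.22 (chromosome 15, 89877751–89879283, 1533 bp, rank 40 of 863), which overlapped H3K4me3 and a peak of replicate 2. Peaks of replicate 1 lay over the start of a protein-coding gene at 53 places (6.1%, against a mean of 10.6 and at most 22 in random shifts), 28 of them regions of Table S5. The 45 genes at these starts that were tested had a median change of 0.09 log2 against 0.05 for all protein-coding genes. By limma 0 passed, and KNL1, of the kinetochore, had −0.86 (adjusted p = 0.0678), DZIP1, of the cilium base, −0.6 (adjusted p = 0.0713) and C2orf16 0.71 (adjusted p = 0.111).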

According to our results, mtDNA polymerase *POLG* was the only protein-coding gene, downregulated (−1.5-fold, FDR = 2.00 × 10^−2^) in response to POLR3G knockdown with POLR3G/POLR3A binding site in the proximal promoter. The exact binding site of POLR3G in *POLG* promoter overlapped with the tRNA-Arg-TCG-1-1 gene, functional genomic element with active or weak promoter histone marks, and numerous transcription factor binding sites based on ENCODE data (ENCODE Project Consortium, 2012) (Figure 3B). 

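The POLR3G peak over the start of POLG is 1533 bp wide, so it spans the gene's promoter and the tRNA gene beside it, and the data do not separate the pair. The RNA of tRNA-Arg-TCG-1-1 is not among the smallRNA-seq features tested in hESCs. A further arginine tRNA gene with this anticodon, tRNA-Arg-TCG-3-1, had a mean RPKM of 250 (SD 174, n = 3) in SCR and 297 (SD 307, n = 4) in knockdown libraries, a log2 change of 0.36 (SE 0.699, adjusted p = 0.732 by limma). Genes that copy and transcribe mtDNA lay both ways after POLR3G knockdown: of 20, 6 were lower and 7 higher in all 3 pairs, with a median of 0.06, a mean of −0.01 and camera's direction up (adjusted p = 0.642, and 0.839 with an estimated correlation), and a median of −0.14 on the deposited scale. TWNK, the mitochondrial helicase, was lower by 0.39 (SE 0.105, adjusted p = 0.0901) and SSBP1, which binds single-stranded mtDNA, higher by 0.51 (SE 0.091, adjusted p = 0.0652), and 0 of the list, which includes the study's POLG, passed by limma over all genes or adjusted over the list alone.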

Consistently, *tRNA-Arg-CGA* transcript expression was increased on average 5.0-fold (p = 4.00 × 10^−2^) in smallRNA-seq data across the biological replicates. In addition, several other tRNAs bound showed altered expression levels in response to POLR3G knockdown. These included *tRNA-Thr-ACY* (fold change = −4.5, FDR = 3.10 × 10^−2^), *tRNA-Leu-TTA*(*m*) (fold change = −7.15, FDR = 8.00 × 10^−3^), *tRNA-Ala-GCA* (fold change = 3.1, p = 4.90 × 10^−2^) in the smallRNA-seq data, and *tRNA-Gly-GGA* (fold change = −2.2, p = 2.32 × 10^−2^) and *tRNA-Met* (fold change = −2.68, p = 2.10 × 10^−2^) in the mRNA-seq data. 

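Among 138 tRNA genes tested in the smallRNA-seq data, 1 rose and 2 fell after POLR3G knockdown by limma. tRNA-Und-NNN-3-1, a tRNA gene without an assigned amino acid, was at 0 in all SCR libraries and above 0 in all 4 knockdown libraries (adjusted p = 0.0285), tRNA-Cys-GCA-7-1 fell by 0.98 log2 (adjusted p = 0.0331) and tRNA-Lys-TTT-13-1 by 2.2 (adjusted p = 0.0407), while tRNA-Ala-TGC-5-1 was higher by 1.7 (adjusted p = 0.0615). The group had 95 genes higher and 43 lower, with a median of 0.31 log2, or −0.03 on the deposited scale, and camera called it up (adjusted p = 0.00446, but adjusted p = 0.469 with an estimated correlation, adjusted p = 0.000279 with the culture as a block, and adjusted p = 0.206 without siRNA1 of HS360p62). By limma 0 genes passed adjusted over the list alone. With the culture as a block the 3 calls were lost. The adjusted p was 0.0795 for tRNA-Und-NNN-3-1, 0.0774 for tRNA-Cys-GCA-7-1 and 0.115 for tRNA-Lys-TTT-13-1. The tRNA families the paper names pool several genes and were not matched to single features, and copies that share reads make single tRNA values uncertain.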

Comparison of the transcriptome data and the ChIP-seq data revealed overlaps also in a few other non-coding smallRNAs that had altered expression levels, although the statistical significance was not high. The predicted miRNA *AC008738.2* was bound by POLR3G and expression was decreased 1.6- to 9.3-fold (p = 1.00 × 10^−2^) in response to knockdown. In addition, the smallRNAs *RNY1* (ENSG00000201098.1, fold change = 1.5–5.0, p = 4.60 × 10^−2^), *RNY4* (ENSG00000252316.1, fold change = 1.5–5.9, p = 4.00 × 10^−2^), and *RNY5* (ENSG00000252310.1, fold change = 1.4–2.6, p = 3.40 × 10^−2^), bound by POLR3G, had increased expression in response to POLR3G knockdown in all of the four biological replicates. Also, expression of the VaultRNA (*VTRNA1–3*), bound by POLR3G, had altered expression (1.5- to 1.8-fold) in all of the four biological replicates, although statistical significance was low (p = 2.01 × 10^−1^).

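The predicted miRNA AC008738.2 (chromosome 19, 33667978–33668061) was hardly covered in the hESC smallRNA-seq libraries: 0, 0 and 2 reads in SCR-transfected HS360p62, HS360p66 and H9p38, and 1 and 3 reads with siRNA1 and siRNA2 in HS360p62 and 0 and 3 with siRNA2 and siRNA3 in H9p38. In RPKM these are 0, 0 and 18.13, and 15.43, 35.39, 0 and 18.62. With so few reads it was not tested, and a change was not detectable at this depth.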

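RNY1 and RNY4, RNA components of the Ro ribonucleoprotein, rose after POLR3G knockdown in hESCs, and RNY5 was higher without passing the test. RNY1 (chromosome 7, 148684228–148684340) rose from a mean RPKM of 11900 (SD 3860, n = 3) to 35800 (SD 11800, n = 4), log2 2.02 (SE 0.57, adjusted p = 0.032), RNY4 (148660407–148660502) from 2370 (SD 1290) to 9640 (SD 2600), log2 2.57 (SE 0.627, adjusted p = 0.0227), and RNY5 (148638580–148638658) went from 36100 to 62900 (SD 9010), log2 1.26 (SE 0.508, adjusted p = 0.09), with each knockdown library above each SCR library. Of the 50 Y RNAs and copies tested, 29 were higher and 21 lower, 2 rose and 1 fell, and the group was not called (median 0.1, −0.12 on the deposited scale, camera adjusted p = 0.441, and 0.74 with an estimated correlation). With the culture as a block neither rise passed (adjusted p = 0.0965 for RNY1 and 0.0795 for RNY4). RNY1 was also lost without the SCR library of HS360p66 (0.112) or H9p38 (0.102) or siRNA2 of HS360p62 (0.0516) or H9p38 (0.0797), and RNY4 without the SCR library of HS360p66 (0.104) or H9p38 (0.0799) or siRNA2 of H9p38 (0.0519).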

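VTRNA1-3 (ENSG00000202515.1, chromosome 5, 140105743–140105831), an RNA of the vault particle, had RPKM of 81.64, 198.76 and 153.9 in the SCR libraries of HS360p62, HS360p66 and H9p38, and 174.64 and 133.5 (siRNA1 and siRNA2, HS360p62) and 230.09 and 210.69 (siRNA2 and siRNA3, H9p38) after POLR3G knockdown. The mean went from 145 (SD 59.1, n = 3) to 187 (SD 42.6, n = 4), a log2 change of 0.7 (SE 0.527, adjusted p = 0.34 by limma), at a mean of 18 reads per library. In each culture with a knockdown library, the knockdown values lay above the SCR value of that culture.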

In conclusion, our data indicate that maintenance of stem cell status by POLR3G may be mediated through regulation of *POLG* gene. 

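POLG joins a POLR3G peak in NT2D1 cells with a lower mRNA in POLR3G-depleted hESCs, and the values come from different cell lines. Among tRNA genes, the main class under the peaks, the 69 tested that Table S5 names had 48 higher and 21 lower after knockdown (median 0.33 log2, 0 passed by limma), and the 69 others 47 higher and 22 lower (median 0.3, 3 passed). From the binding site in its promoter and the decrease of its mRNA, the paper proposes that POLR3G maintains stem cell status through regulation of POLG.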

The regulation of stem cell status may also involve activity of *AC008738.2*, *VTRNA1–3*, a subset of specific tRNA genes, and components of ribonucleoproteins *RNY1*, *RNY4*, and *RNY5*.

## Discussion

POLR3G is a key factor required for maintenance of hESC state, as silencing of POLR3G leads to differentiation and attenuates proliferation of hESCs (Wong et al., 2011, Enver et al., 2005, Haurie et al., 2010). However, the mechanisms by which POLR3G sustains undifferentiated status of hESCs and prevents differentiation have not been characterized in detail. Our results show that POLR3G is required for the maintenance of several types of polyA^+^ and smallRNA transcripts, including protein-coding genes, pseudogenes, lincRNAs, antisense transcripts, and miRNAs in hESCs. Interestingly, the POLR3G-dependent transcriptome is rather specific, as only 5% of the polyA^+^ transcripts and 7% of the smallRNA transcripts in hESCs were POLR3G dependent. This indicates that a large proportion of the transcripts in hESCs are also maintained through POLR3G-independent mechanisms. However, the severe phenotypic and proliferation changes induced in response to POLR3G silencing and accompanied by these transcriptional alterations indicate that POLR3G-dependent regulation of these specific transcripts is crucial for the maintenance of stem cell state and proliferation.

We also found that silencing of POLR3G leads to changes in the expression levels of alternatively spliced transcript variants. Of these we further validated the strongest observation, skipping of exon 9 of the *HDAC7* RefSeq variant 1. Elucidation of the functional significance of this ASE requires further studies. The importance of *HDAC7* in the regulation of early stem cell differentiation and development is supported by a previous study on a mouse stem cell model, which showed that *Hdac7* is required for differentiation of smooth muscle cells and to undergo alternative splicing during differentiation, albeit at different sites affecting usage of exon 1 (Margariti et al., 2009).

The POLR3G-dependent transcripts are functionally linked to embryonic development and key cellular functions important for cellular maintenance and proliferation. The known pluripotency regulators are enriched in the TSSs of these genes, and the majority of the polyA^+^ transcripts are regulated during the differentiation of hESCs to three different germ cell lineages. This regulation of POLR3G-mediated transcripts must be important, enabling lineage specification and further development of the cells and tissues, as previous studies have shown that overexpression of POLR3G in the cells leads to resistance to differentiation (Wong et al., 2011).

The effects of POLR3G knockdown on smallRNA expression were stronger than on polyA^+^ transcriptome, indicating that POLR3G is likely to have an important function in the maintenance of stem cell state and regulation of pluripotency through specific subsets of smallRNAs.

Interestingly, although based on transcriptome analysis, POLR3G is required to maintain expression of multiple types of transcripts in hESCs, only few are direct targets of POLR3G. We found mtDNA polymerase *POLG* to be the only protein-coding gene directly regulated by POLR3G. Therefore, *POLG* is a strong candidate for mediating POLR3G-dependent maintenance of stem cell status. *POLG* encodes the catalytic subunit of the mtDNA polymerase, and is thus required for the proper function and genomic integrity of mitochondria and is essential for early embryonic development. Mitochondrial function has been shown to be crucial for the pluripotency and differentiation of embryonic stem cells (Hance et al., 2005, Facucho-Oliveira et al., 2007, Xu et al., 2013). Silencing of POLG in mouse embryonic stem cells leads to loss of POU5F1 and induction of Brachyury protein expression (Hance et al., 2005, Facucho-Oliveira et al., 2007, Xu et al., 2013), demonstrating the importance of the gene in maintenance of pluripotency.

In addition, binding and POLR3G-dependent expression was detected for a subset of tRNA genes, predicted miRNA *AC008738.2*, *VTRNA1–3*, and ribonucleoproteins *RNY1*, *RNY4*, and *RNY5*, with currently unclear function in the regulation of pluripotency. Strong binding of POLR3G to numerous tRNAs without transcriptional changes in response to knockdown hints at a potential function other than direct regulation of transcription. Further studies are needed to clarify, for example, whether POLR3G has a function in controlling accessibility of chromatin to regulatory factors or mediates regulation of gene transcription through long-range interactions of the chromatin.

In summary, our results provide insights into the molecular mechanisms by which the stem cell-specific subunit of Pol III complex, POLR3G, regulates self-renewal and pluripotency. Furthermore, since Pol III is responsible for transcribing many of the core RNA components of the cytosolic translation machinery, our findings suggest a previously unreported mechanism for coordinated regulation of protein synthesis and mitochondrial biogenesis.

## Experimental Procedures

Full experimental procedures are provided in the Supplemental Information.

### Cell Culture and Differentiation Assays

Human ESC lines were maintained on human foreskin fibroblast feeders or in feeder-free culture conditions on Matrigel (BD Biosciences) in mTeSR1 medium (STEMCELL Technologies) as previously described (Narva et al., 2012, Konki et al., 2016). In feeder-free culture conditions the cells were maintained on Matrigel (BD Biosciences) in mTeSR1 medium (STEMCELL). Differentiation of hESCs was performed as described by Narva et al. (2012). In brief, for spontaneous embryonic body differentiation the cells were plated without feeders and were grown in suspension in standard hESC medium without fibroblast growth factor 2. For retinoic acid-induced differentiation, cells were plated in feeder-free conditions and medium was supplemented with 13.7 μM retinoic acid (Sigma). The karyotypes of the lines were routinely monitored with G-banding and/or KaryoLite BoBs assay (Lund et al., 2012).

### RNA Interference and Transfections of hESC Lines

hESC cultures from two different cell lines (H9p38, HS360p62, HS360p63, HS360p66) were used in POLR3G siRNA experiments as indicated. HS360 was derived in and obtained from the Karolinska Institutet. The cells were first expanded on Matrigel in mTeSR1 for two to three passages to remove feeder cells. Silencing experiments were performed with two different siRNA oligonucleotides (Sigma) and a pool of siRNAs (Santa Cruz Biotechnology) and with non-targeting siRNA control, which were transfected into the cells with Lipofectamine RNAi Max or Lipofectamine 2000 (Invitrogen) according to manufacturer's protocols. The sequence information for the siRNAs can be found in Supplemental Experimental Procedures. Double transfections of siRNAs were performed at 24 and 48 hr after plating of cells on feeder-free conditions. The samples were harvested on day 3 or day 4 after the first transfection for the experiments and analysis. The Cedex XS (Innovatis) system was used to calculate the amount of viable and dead cells in the cultures based on trypan blue staining and cell morphology. From the collected samples total RNA, including smallRNAs, DNA and proteins were extracted simultaneously with a Qiagen Allprep kit.

Silencing of POU5F1, L1TD1, SOX2, and NANOG was carried out as previously described (Narva et al., 2012). In brief, Lipofectamine2000 (Invitrogen) reagent was used for double transfections after 2 or 3 days of plating, and cells were collected for experiments 1–5 days after the second transfection.

### RT-PCR

Taqman real-time qRT-PCR was run as previously described (Lund et al., 2013). RNA was treated with DNase I (Qiagen) during column purification, and a second round of DNase treatment was carried out for 500 ng of total RNA with DNase I Amplification Grade (Invitrogen). To verify that no genomic DNA was present, we performed a negative RT-PCR control measurement with housekeeping gene EF1α from total RNA. cDNA was synthesized using a Superscript II kit (Gibco). The levels of the indicated genes of interest were measured with the 7900HT Fast Real-Time PCR System (Applied Biosystems). The cycles of threshold values (Ct) were compared with those of housekeeping gene to obtain normalized log_2_ expression levels for the transcripts (ΔCt). The primers and probes were designed using a Universal Probe Library Assay Design Center (Roche). Analysis of *HDAC7* variants was carried out with RT^2^ SYBR Green qPCR Mastermix (Qiagen). Primer and probe sequences are listed in Supplemental Experimental Procedures.

### Western Blotting

Protein level analysis was performed as previously described (Narva et al., 2012). In brief, the cells were lysed in buffer with 50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.5% Triton X-100, 5% glycerol, 1% SDS, 1 mM Na_3_VO_4_, 10 mM NaF, and 1 mM PMSF. After sonication, protein concentrations were measured with DC Protein Assay (Bio-Rad), after which 6× SDS buffer (0.5 M Tris-HCl [pH 6.8], 28% glycerol, 9% SDS, 5% 2-mercaptoethanol, 0.01% bromophenol blue) was added. After boiling for 5 min, lysates were run in electrophoresis using 10% SDS-PAGE gel and transferred into a nitrocellulose membrane. Membranes were used in western blot analysis with antibodies listed in Supplemental Experimental Procedures.

### Library Preparation and Next-Generation Sequencing

Samples were collected from H9p38 (non-targeted siRNA, siRNA2, and siRNA3), HS360p62 (non-targeted siRNA, siRNA1, and siRNA2), or HS360p66 (non-targeted siRNA and siRNA1) for identification of target genes of POLR3G with next-generation sequencing (NGS) as indicated. The libraries for mRNA-seq with HiSeq2000 platform (Illumina) were prepared from 1 μg (HS360p62 or H9p38) or 0.3 μg (HS360p66) of total RNA. The sample preparation was performed with TrueSeq RNA Sample Preparation Kit v3 (Illumina) according to the kit manual. The smallRNA library preparation for the HS360p66 sample was unsuccessful, most likely due to the decreased presence of smallRNAs in the total RNA pool. The libraries for smallRNA-seq were prepared from 1 μg of total RNA, containing the smallRNA fraction, with Illumina TruSeq smallRNA Sample Preparation kit according to the manual. The libraries were size selected to enrich the smallRNAs with size less than 250 bp. The cluster generation was performed automatically with a c-Bot instrument (Illumina). The mRNA-seq libraries were sequenced with 2 × 50 bp and smallRNA-seq with 1 × 50 bp chemistry and HiSeq2000 platform (Illumina).

### Data Analysis of the mRNA-Seq Data

The sequence data were aligned against hg19 reference genome assembly and annotated with the gencode (v19) gene annotations (concatenated with tRNA annotations from the UCSC genome browser) using TopHat2 (Trapnell et al., 2009). RPKM values were computed using the total exon length and, with genes that have multiple transcripts, the total exon length corresponding to the transcript with longest total exon length was used. Genes were filtered using a minimum of 0.1 RPKM value in at least two replicates in at least one condition to exclude genes with expression levels that are too low to differentiate from noise (Ramskold et al., 2009). An additional filter was applied to extract transcripts with a minimum RPKM value of 0.5 in all of the biological replicates in one of the conditions. EdgeR (McCarthy et al., 2012), a tool that handles multifactor experimental designs, was used to determine differential expression to account for the paired design of the input data. Adjusted p values were computed with the Benjamini-Hochberg method and an FDR of 0.05 was used as a primary threshold for significance unless otherwise stated. Minimum fold change cutoff of 1.5 was applied to extract the genes showing consistent differences between the sample groups.

### Data Analysis of the SmallRNA-Seq Data

SmallRNA-seq data were trimmed and mapped to the miRBase database (build hg19) with Bowtie2 and to the hg19 human reference genome (with gencode v19 and tRNA annotations) with TopHat2. To minimize background noise, we filtered smallRNA transcripts by requiring a minimum RPM of 0.5 in all of the biological replicates in one of the conditions. EdgeR was used to identify the differentially expressed smallRNAs and a minimum expression change of 1.5-fold was used. In addition, an adjusted p value cutoff (0.05) was applied to extract the statistically significant differences.

### Functional Enrichment Analysis

Ingenuity Pathway Analysis Tool (Qiagen, www.ingenuity.com) was used to examine functional enrichments of the POLR3G-dependent transcripts. This tool calculates the likelihood for enrichment of the examined molecules in each functional category with right-tailed Fisher exact test as indicated in the results.

### Comparison with Publicly Available Datasets

POLR3G levels in pluripotent stem cells and other cell types were extracted and visualized from the data available from ESTOOLS data@hand database (Kong et al., 2013). The regulation of the POLR3G-dependent genes during differentiation was examined in the data available from Gifford et al. (2013). The publicly available ChIP-seq data were utilized to examine the binding of known pluripotency factors and POLR3A to the proximity of POLR3G-dependent genes (Lister et al., 2009, Alla and Cairns, 2014). To extract the binding sites that overlap with promoter regions of polyA^+^ transcripts expressed in hESCs or regulated in POLR3G manner, we first converted the genomic coordinates of the binding sites from the hg18 assembly to hg19 using liftOver (http://genome.ucsc.edu/). A promoter region was defined as 1,000 bp upstream of the TSS up to the end of the first exon or the first intron (if present). In cases of multiple transcript IDs for one gene ID, one transcript ID whose gene type is the same as its transcript type was randomly selected. The number of POLR3G-dependent genes whose promoter overlapped at least one binding site was counted and the statistical significance of this overlap was obtained using the hypergeometric test (wherein the population size was the total number of expressed genes in hESCs, the sample size was the number of POLR3G-dependent genes, and the number of successes in the population was the number of expressed genes overlapping with a binding sites). The filtering criteria used for extracting the POLR3G dependent genes for the enrichment analysis were absolute average fold change ≥1.5 (consistent in direction of fold change across paired samples) and FDR (Benjamini-Hochberg) ≤0.05. Because of their multiple genomic locations (based on the annotations used in this analysis), tRNAs were excluded from this analysis.

### Splicing Analysis

Splicing analysis was performed using rMATS (Shen et al., 2014), which uses a hierarchical model to estimate the proportion of ASEs based on the binomial distribution to model read counts and the bivariate normal distribution to model variance between replicates and to account for the covariance between paired case and control samples. The following analysis parameters were used: anchor length ≥8 (default) and the absolute difference in proportion of splice variants ΔΨ >0.2. The transcript annotations were from gencode v19. Significant ASEs (FDR < 0.05) using junction counts and counts from both junction and non-junction reads were combined. MISO (Katz et al., 2010), a Bayesian method for detecting differential splicing, was used, requiring number of reads mapping to splicing event ≥20. ASEs were identified separately for the three pair replicates and filtered with the following parameters: Bayes factor ≥5, ΔΨ >0.2, and number of reads supporting inclusion/exclusion isoform in case/control samples ≥10. Ensembl splicing event annotations were used (Aken et al., 2016).

### POLR3G ChIP-Seq

The detailed protocol is available in Supplemental Experimental Procedures. In brief, NT2D1 cells (passages 34 and 35) were fixed with 1% formaldehyde (#28906, Thermo Fisher Scientific) for 10 min and the chromatin was isolated. The chromatin was fragmented by sonication for 5 min with Bioruptor Pico (Diagenode). ChIP was carried out with antibody raised against human POLR3G (Renaud et al., 2014) (SZ3070, a gift from Pascal Cousin and Professor Nouria Hernandez, University of Lausanne), and H3K4me3 (C15410003, Diagenode) was used as a positive control. The quality and quantity of the ChIP-DNA was determined with Fragment Analyzer (Kem-en-tec) and Qubit (Thermo Fisher Scientific). The libraries were prepared with Microplex Library Preparation kit v2 (Diagenode) and NGS was carried out with Illumina HiSeq3000 with 1 × 50 bp chemistry. The data were analyzed in the Galaxy (usegalaxy.org) (Afgan et al., 2016). The quality of the sequencing data was analyzed with FastQC (Andrews, 2016). A total of 14,843,348–27,632,141 raw reads per sample were obtained. The duplicate rates were 13%–27%. The reads were filtered with Trimmomatic 0.32 (Bolger et al., 2014) to remove low-quality reads; reads with average quality below 20 were removed and reads with length 20–50 bp were retained. The reads were mapped to hg19 genome with Bowtie2 2.2.6 (Langmead et al., 2009, Langmead and Salzberg, 2012) and non-unique reads were discarded. The number of unique aligned reads was 10,424,601–20,684,726 per sample. The ChIP peaks were called with MACS 1.0.1 (Zhang et al., 2008) with default parameters, except an arbitrary shift size of 100 bp was used instead of shifting model, and p value cut off was 1.00 × 10^−4^. The peaks were visualized in IGV 2.3.72 (Robinson et al., 2011, Thorvaldsdottir et al., 2013). The overlapping peaks in the datasets were identified with BEDTools (Quinlan and Hall, 2010).

## Author Contributions

R.J.L. had the main responsibility in the coordination of the work, culture of the cells for knockdown experiments, knockdowns, characterization of the cell, sampling, analysis of ChIP-seq data, in-depth analysis and interpretation of the transcriptome data and other results, and preparation of the final version of the manuscript and figures. N.R. participated in the manuscript preparation, was responsible for the qRT-PCR validations, and together with E.N. and M.R.E. carried out the differentiation series and western blot analysis (Figure S1A). M.M. had the main responsibility in the processing and bioinformatics analysis of Illumina NGS data. L.K. prepared the NGS libraries with the assistance of FMSC staff. M.R.E. carried out the experiments in Figure S1C. V.K. and M.N. analyzed Helicos single-molecule sequencing RNA-seq and ChIP-seq data, which were not included in the final version of the manuscript due to quality issues in the ChIP-seq data. O.H. and H.S. provided the HS360 cell line for the study, helped to establish the hESC cultures in our laboratory, and participated in the early phase of the study, which helped us to detect enrichment of POLR3G hESCs. E.K. participated in the interpretation of the results on POLG finding. A.L. helped to implement the Helicos and Illumina NGS data-processing pipelines in our laboratory and participated in the early phase of the data analysis. H.L. supervised the bioinformatics analysis of the Illumina NGS data. With the assistance of O.R. and RJ.L., R.L. supervised the work. All authors contributed to the final interpretation of the results and critical review of the manuscript.

## Figures and Tables

**Figure 1:**
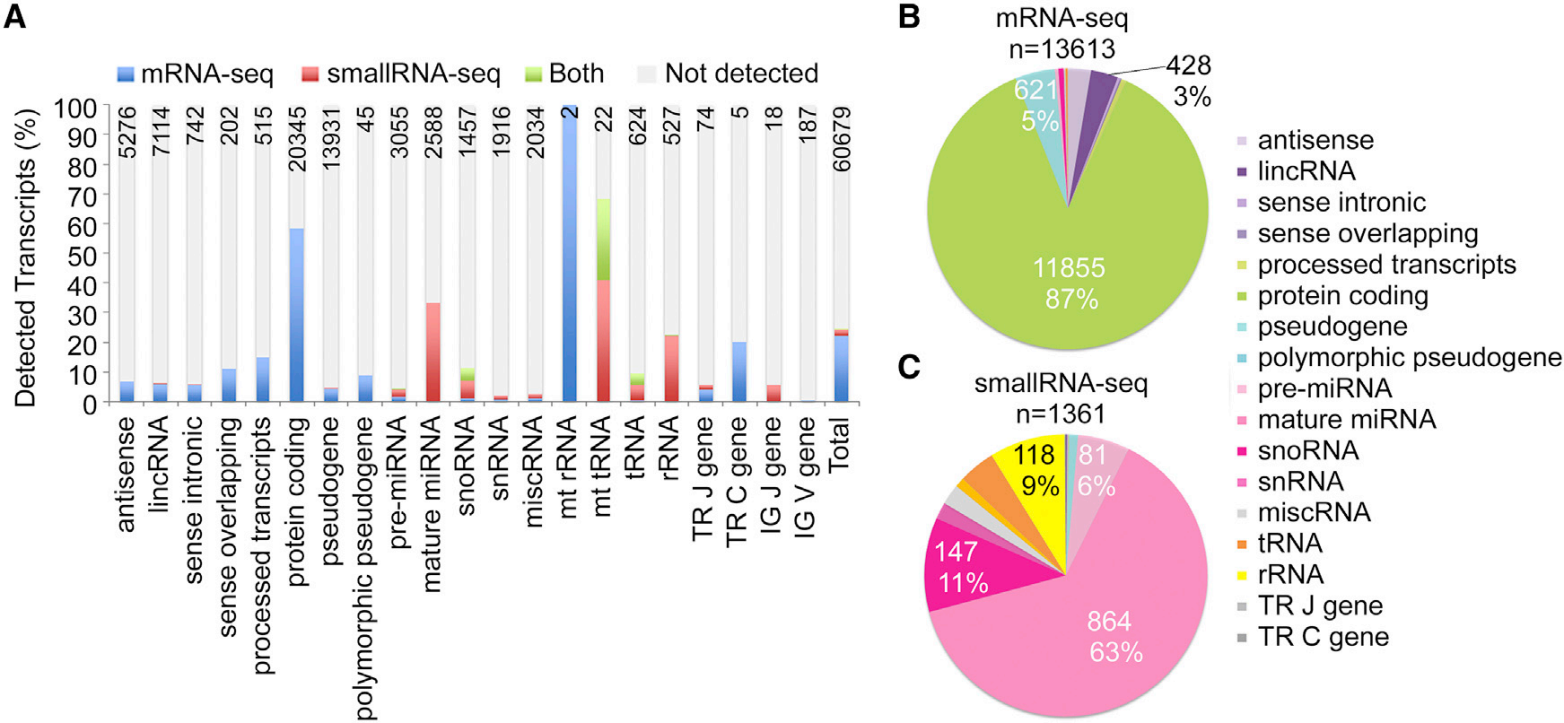
Deep SmallRNA and PolyA^+^ RNA Reference Transcriptome of Human Embryonic Stem Cells (A–C) PolyA^+^ and smallRNAs were isolated from three independent experiments with two different human embryonic stem cells lines (H9p38, HS360p62, HS360p66). The deep transcriptome was analyzed with smallRNA-seq and mRNA-seq. The sequence data were mapped to the hg19 reference genome assembly and miRBase database (based on hg19 build). Transcriptome annotations were taken from gencode v19 and tRNA annotations from UCSC genome browser (in addition to miRBase). The polyA^+^ transcripts with a minimum RPKM value of 0.5 and the smallRNA transcripts with a minimum RPM value of 0.5 were extracted from the data and classified into different transcript type categories. In (A) the bars represent the proportion of each transcript class detected in hESCs in comparison with the total number (indicated in the figure) of each transcript type present in the reference genome. The proportions of different transcript classes present in hESCs and detected with mRNA-seq (B) and smallRNA-seq (C) are visualized as pie charts.

**Figure 2:**
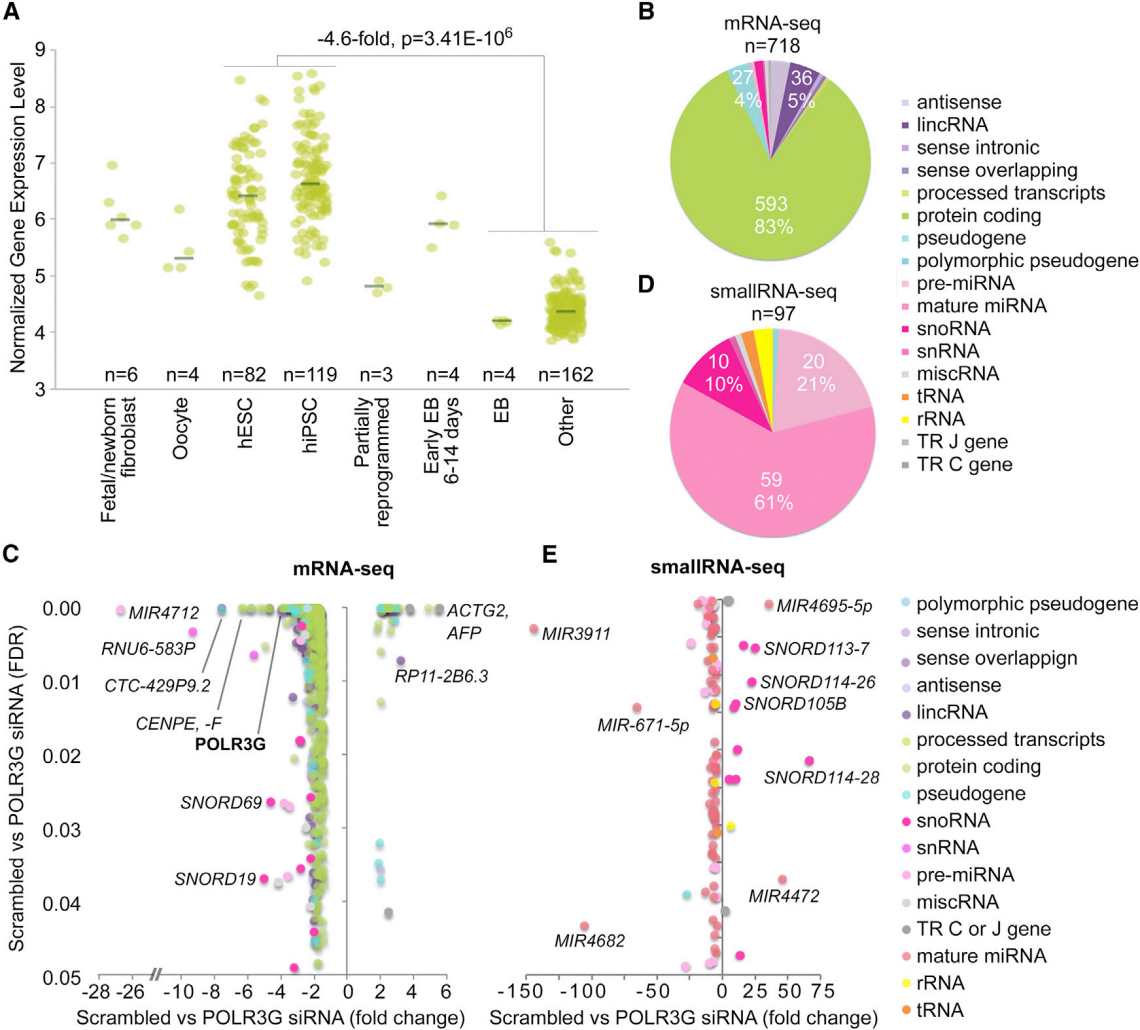
POLR3G-Dependent Human Embryonic Stem Cell Transcriptome (A) Normalized gene expression levels for POLR3G from ESTOOLS data@hand database as measured with Affymetrix arrays in 384 samples. The combined number (n) of replicated samples from different studies is indicated in the figure. Average fold changes and statistical significance (unpaired t test) between hPSCs in comparison with late embryonic bodies (EB) and other cell types is indicated in the figure. See also Figure S1. (B) The proportions of different polyA^+^ transcript types regulated in POLR3G-dependent manner in hESCs with minimum fold change of 1.5 and FDR ≤0.05 in three independent biological replicates. (C) The fold changes and FDR values for all POLR3G-dependent transcripts in mRNA-seq data. (D) The proportions of different smallRNA transcript types regulated in POLR3G-dependent manner in hESCs with minimum fold change of 1.5 and FDR ≤0.05 in four siRNA samples in comparison with three non-targeted siRNA controls. (E) The average fold changes and FDR values for all POLR3G-dependent transcripts with size below 250 bp in smallRNA-seq data from four siRNA samples in comparison with three non-targeted siRNA controls. See also Figure S2.

**Figure 3:**
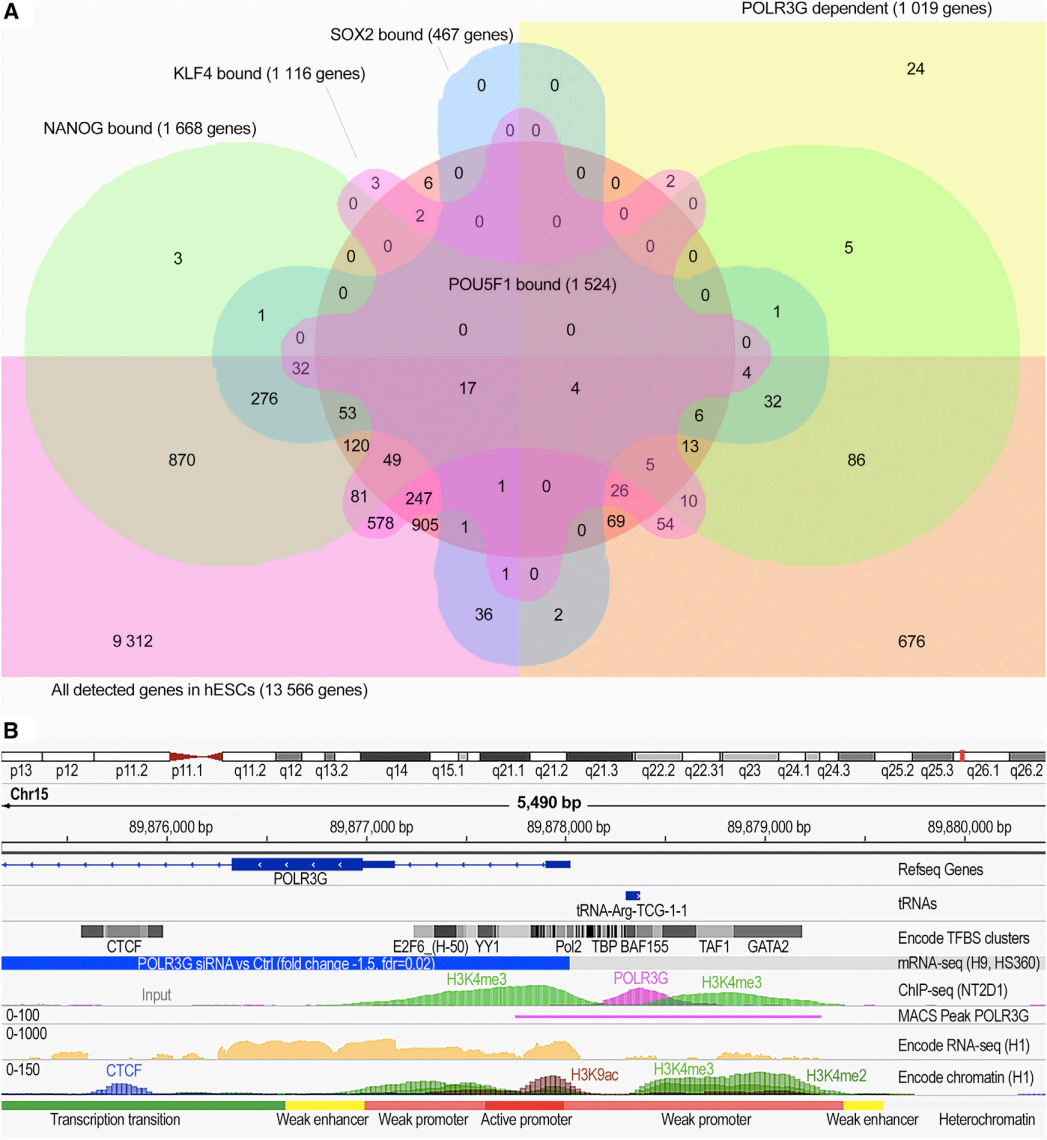
Overlap of the Genomic Binding Sites of Known Pluripotency Regulators and POLR3G with the POLR3G-Regulated Transcriptome (A) Enrichments of POU5F1, NANOG, SOX2, and KLF4 in the promoter region of POLR3G-dependent transcripts in the genome were examined by comparing the binding of the factors to the proximity (−1,000 from TSS + first exon and intron, if present) of POLR3G-regulated polyA^+^ genes in comparison with all the polyA^+^ genes expressed by hESCs before or after POLR3G knockdown. The overlap of the binding sites of different factors is illustrated in the figure. (B) Binding of POLR3G into the genome of embryonal carcinoma-derived pluripotent stem cells (NT2D1) was studied with ChIP-seq. Binding sites were compared with the transcriptional changes observed in response to POLR3G knockdown and in correlation to ENCODE data available on chromatin status of pluripotent stem cells. The figure shows a snapshot from integrative analysis at the transcriptional start site of *POLG* gene showing genomic binding and transcriptional regulation of the locus by POLR3G.

**Table 1:** Functional Enrichment of the POLR3G-Dependent PolyA^+^ Transcripts

Functional Category	No. of Molecules	Fisher Exact Test p Value
Cellular and Molecular Functions		

Cellular assembly and organization	174	0.0025
Cellular function and maintenance	150	0.0024
Cell cycle	109	0.0026
DNA replication, recombination, and repair	41	0.0023
Cell morphology	148	0.0024

Physiological System Development and Function		

Embryonic development	122	0.0026
Nervous system development and function	145	0.0024
Organ development	79	0.0021
Organismal development	172	0.0023
Tissue development	139	0.0024

**Table 2:** Alternative Splicing Events Detected by MISO Statistical Model in Response to Silencing of POLR3G in hESCs

Splicing Event (Genomic Loci)	Category	Ensembl ID	Gene ID	Bayes Factor	Δψ
chr12:48189990:48190081:- @chr12:48189689:48189799:- @chr12:48189370:48189550:-	SE	ENSG00000061273	HDAC7	≥1.00E+12	≥0.21
chr17:74087224:74087316:- @chr17:74086410:74086478:- @chr17:74085256:74085401:-	SE	ENSG00000182473	EXOC7	≥76.48	≤−0.20
chr19:2226182:2227126:- @chr19:2227736:2228381:- @chr19:2229784:2232577:-	SE	ENSG00000104885	DOT1L	≥100E+12	≤−0.24
chr15:137356720:137356886:- @chr15:137354644:137354835:- @chr15:137353991:137354203:-	SE	ENSG00000031003	FAM13B	≥6.95	≤−0.27
chr4:119459016:119459112I 119459163:+ @chr4:119461374:119461544:+	A5SS	ENSG00000154608	CEP170P1	≥11.89	≤−0.3
chr7:23562051-23561740:- @ chr7:23561459-23561326:-	RI	ENSG00000164548	TRA2A	≥610.64	≤−0.24

See also Figure S3.

**Table 3:** Binding and Enrichment of Regulatory Factors in the Promoters of POLR3G-Dependent PolyA^+^ Genes in Comparison with All Detected Genes

DNA Binding Factor	No. of Bound Genes in the Genome	No. of Bound Genes in hESCs	No. of Bound POLR3G-Dependent Genes	Hypergeometric Test p Value	Adjusted p Value (Benjamini-Hochberg)
NANOG	25,071	1,668 (12.2%)	166 (16.3%)	3.64 × 10^−5^	2.19 × 10^−4^
KLF4	3,793	1,116 (8.2%)	105 (10.3%)	4.55 × 10^−4^	1.36 × 10^−3^
SOX2	5,682	467 (3.4%)	49 (4.8%)	6.57 × 10^−3^	1.31 × 10^−2^
EP300	3,093	280 (2.1%)	37 (3.6%)	9.08 × 10^−3^	1.36 × 10^−2^
POU5F1	3,889	1,524 (11.1%)	123 (12.1%)	1.74 × 10^−1^	2.09 × 10^−1^
POLR3A	389	40 (0.3%)	3 (0.3%)	5.81 × 10^−1^	5.81 × 10^−1^

# Supplementary material for: RNA Polymerase III Subunit POLR3G Regulates Specific Subsets of PolyA+ and SmallRNA Transcriptomes and Splicing in Human Pluripotent Stem Cells
**Source:** Stem Cell Reports. 2017 May 9;8(5):1442–54. doi: 10.1016/j.stemcr.2017.04.016
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S3

**Supplemental Information**

**RNA Polymerase III Subunit POLR3G Regulates Specific Subsets of PolyA<sup>+</sup> and SmallRNA Transcriptomes and Splicing in Human Pluripotent Stem Cells**

**Riikka J. Lund, Nelly Rahkonen, Maia Malonzo, Leni Kauko, Maheswara Reddy Emani, Virpi Kivinen, Elisa Närvä, Esko Kemppainen, Asta Laiho, Heli Skottman, Outi Hovatta, Omid Rasool, Matti Nykter, Harri Lähdesmäki, and Riitta Lahesmaa**

**Figure S1.** Related to Figure 2A.

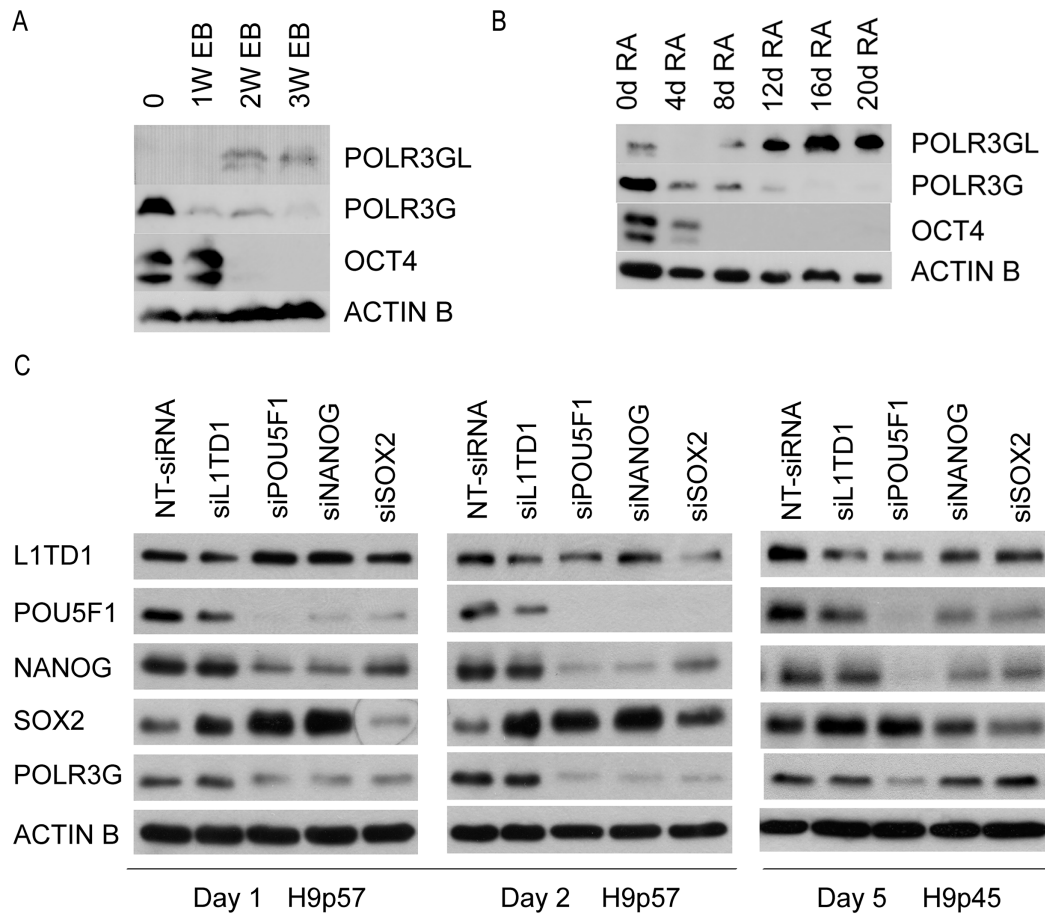

**Figure S1. POLR3G is rapidly downregulated during human embryonic stem cell differentiation and is expressed in POU5F1 dependent manner.** Human embryonic stem cells were exposed to retinoic acid (RA) or were allowed to differentiate spontaneously to embryonic bodies (EB) in hESC medium without FGF2 and feeders. Samples were collected at indicated time points and were analysed with Western blot to examine levels of POLR3G during differentiation. Actin B was used as a loading control, POU5F1 (OCT4) as a differentiation control. In addition, an alternative variant POLR3GL was measured in parallel. In the figure **A**) is representative data for protein level changes of POLR3G, POLR3GL and stem cell marker POU5F1 in response to spontaneous EB differentiation of H9 line. In the figure **B**) is the representative data for western blot analysis of POLR3G and POLR3G expression in response to RA induced differentiation of H9 line. **C**) H9 cells were transfected with siRNAs targeting stem cell markers L1TD1, POU5F1, NANOG, and SOX2. Samples were collected from three different biological replicates after 1 and 2 days (p57), 3 days (p45, p54 and p57) and 5 days (p45) of transfection. Western blot analysis was carried out to determine knockdown efficiency and effect on POLR3G protein levels. In the entire set of 6 samples POU5F1 knockdown led to decreased protein expression of POLR3G. The effect of other knockdowns was variable. In the figure is the representative data from three sample series. NT = non-targeted siRNA.

**Figure S2.** Related to Figure 2B-E.

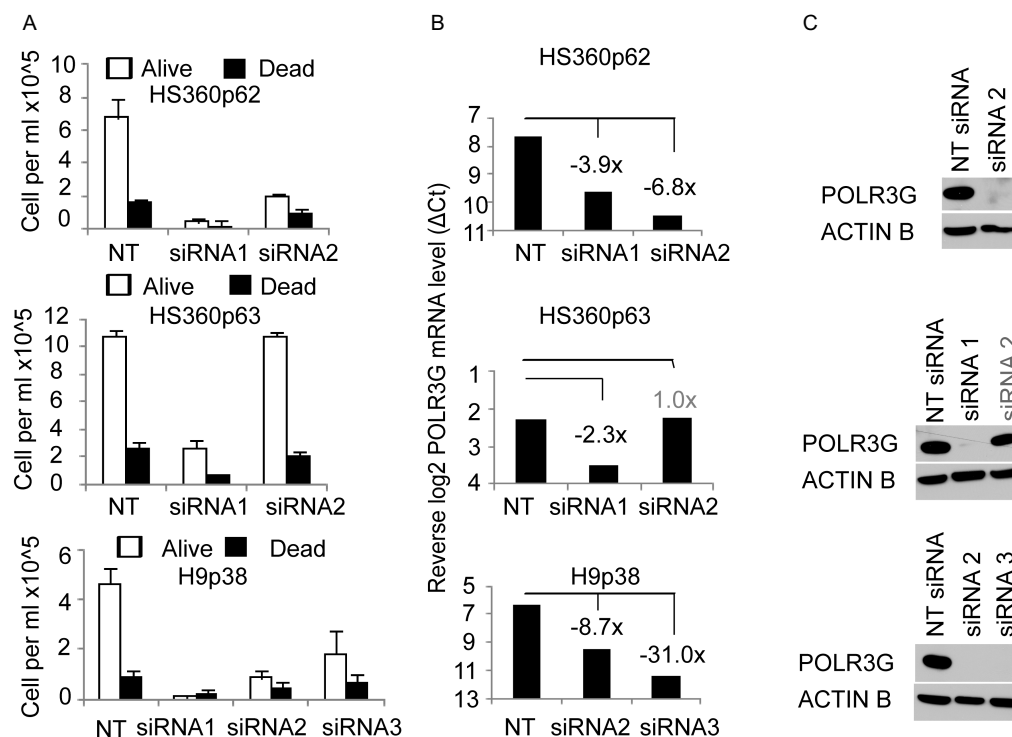

**Figure S2. POLR3G is required for hESC self-renewal and proliferation.** Two different human ESC lines, H9 and HS360, were transfected at indicated passages (HS360p62, HS360p63, H9p38) with two different siRNAs (siRNA1, siRNA2) and with a siRNA pool (siRNA3) targeting POLR3G. The samples were collected and analyzed after 3 days (HS360) or 4 days of second transfection (H9p38). The error bars for standard deviation indicate variation in replicated cell counts for samples collected from three individual cell culture wells for each sample type as indicated in the figure. **A)** Silencing of POLR3G led to strong decrease in cells numbers as revealed by cell analysis with Cedex XS system (innovates, Roche Applied Science). No effect on viability was observed based on Trypan Blue staining. **B)** When enough material was available after silencing of POLR3G the knockdown efficiency was confirmed at mRNA level with quantitative real-time RT-PCR **C)** and at protein level with western blot analysis. NT = non-targeted siRNA. Rep # = replicate number. HS360p63 siRNA2 is marked as grey, as knockdown was not significant. Representative data from three different experiments, with two cell lines and with two or more different siRNAs is shown for each replicate in the figure. The error bars represent technical replicates from at least three measurements.

**Figure S3.** Related to Table 3.

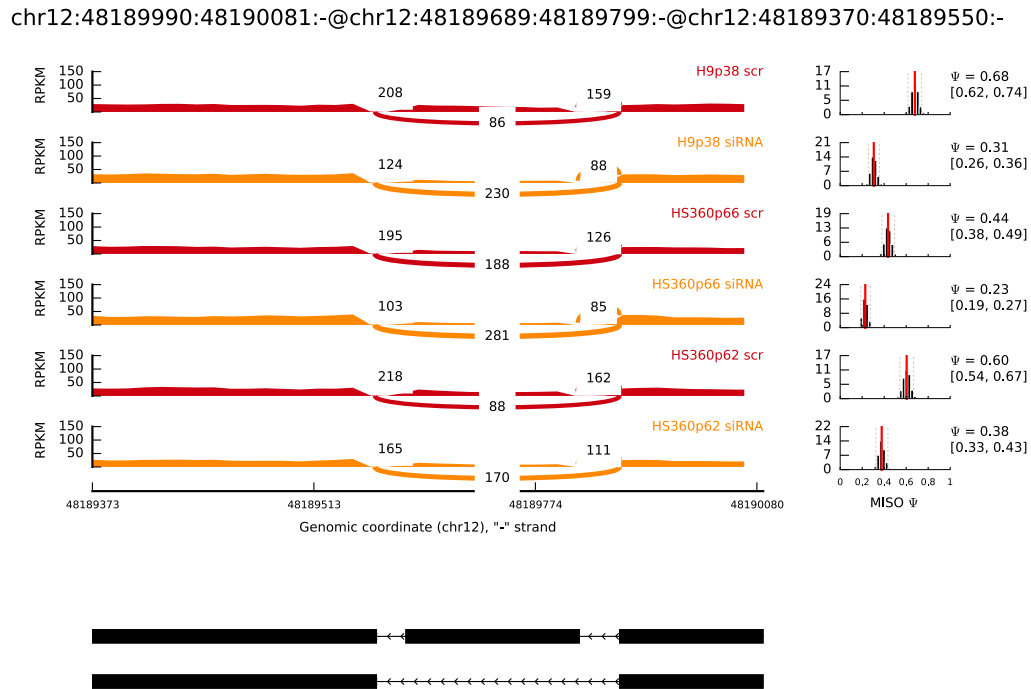

**Figure S3. Skipping of exon 9 in HDAC7 transcript variant 1 in response to POLR3G silencing.** Alternative splicing was compared with MISO statistical method in human ESCs treated with non-targeted siRNA (NT-siRNA or scr) and siRNAs targeting POLR3G in three independent biological replicates as indicated in the figure. The figure illustrates the alternative splicing event, skipping of exon in HDAC7, which was found to be statistically significant by both MISO (Table 3) and rMATS (Table S4) methods. The estimates of isoform expression ( $\Psi$  values) and confidence intervals (Bayes factors) are displayed in the right panel.

## Supplemental Experimental Procedures

### *The siRNA oligos used in the study*

The knockdown of POLR3G was carried out using two different siRNA siRNA1: CCAGUACCACUGAAAACAGdTdT [S1], siRNA2: UGACGAUGAUGCCGCAGAA [S2] and a commercial siRNA pool siRNA3: pool of 3 sequences (sc-43507, Santa Cruz Biotechnology). POLR3G (OCT4) was silenced with siRNA sequence AAGGAUGUGGUCCGAGUGUGG [S3], NANOG with AAGGGUUAAGCUGUAACAUAC [S3] and L1TD1 with GCAAGGACGTATCAGCAATTA [S3]. Non-targeting siRNA was used as a control: CCUACAUCCCGAUCGAUGAUG [S4].

### *Quantitative Real-Time RT-PCR oligos*

| Target                        | Sequence                                                                                                 |
|-------------------------------|----------------------------------------------------------------------------------------------------------|
| <i>POLR3G</i>                 | 5'-CGCAGAACAGGAGGAATATGA-3'<br>5'-CACTGTCTGCGCCAAAATC-3'<br>Probe 35 (Roche probe library)               |
| <i>POLR3GL</i>                | 5'- GCCCAGTACATTTCAAGTTGG -3'<br>5'- GGGCCTGGGTATTCAGAGAT -3'<br>Probe 62 (Roche probe library)          |
| <i>HDAC7_1</i>                | 5'-GGCTCGGAGGCGCTCTT-3'<br>5'-AAGGACACTGTCGGCAAGG-3'                                                     |
| <i>HDAC7_2</i>                | 5'-CTCCCCAAGTAGTAGCAGCAC-3'<br>5'-CACTGTCAGCCTCCGAGC-3'                                                  |
| <i>EF1<math>\alpha</math></i> | 5'-CTGAACCATCCAGGCCAAAT-3'<br>5'-GCCGTGTGGCAATCCAAT-3'<br>Probe: 5'-(FAM)-AGCGCCGGCTATGCCCCTG-(TAMRA)-3' |
| <i>Actin B</i>                | 5'- CCAACCGCGAGAAGATGA -3'<br>5'- CCAGAGGCGTACAGGGATAG -3'<br>Probe: 64 (Roche probe library).           |

### *Antibodies used in the Western blotting*

| Antibody        | Manufacturer             | Dilution | Catalog number |
|-----------------|--------------------------|----------|----------------|
| POLR3G          | Santa Cruz Biotechnology | 1:500    | sc-21754       |
| POLR3GL         | Sigma                    | 1:1000   | HPA027288      |
| POU5F1          | Santa Cruz Biotechnology | 1:500    | sc-9081        |
| NANOG           | R&D Systems              | 1:1000   | AF1997         |
| SOX2            | R&D Systems              | 1:1000   | AF2018         |
| L1TD1           | Sigma                    | 1:5000   | HPA028501      |
| $\beta$ -actin  | Sigma                    | 1:10 000 | A5441          |
| GAPDH           | HyTest                   | 1:10 000 | 5G4            |
| Anti-Rabbit-HRP | BD Pharmingen            | 1:10 000 | 554021         |
| Anti-Mouse-HRP  | Santa Cruz Biotechnology | 1:10 000 | sc-2005        |
| Anti-Goat-HRP   | Santa Cruz Biotechnology | 1:10 000 | sc-2020.       |

### *Nuclei isolation and Chromatin Immunoprecipitation*

NT2D1 (NTERA2 clone D1) cells were culture in Dulbeccos's Modified Eagle's Medium (Sigma) containing 15 % of FBS (#S18190-500, Biowest) and 200 mM L-glutamine (Biowest). At passages 37 (replicate 1) and 39 (replicate 2) the cells were fixed with 1 % formaldehyde (#28906, ThermoFisher Scientific) for 10 min in a buffer containing 50 mM Hepes-KOH, pH 7.3, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA. The fixing reaction was stopped with 125 mM glycine at RT for 5 min. The glycine solution was removed and the cells were washed twice with ice cold 1x PBS and collected into a conical tube in 5 mls of ice cold 1xPBS by scraping. The cells were pelleted.

The nuclei were isolated by lyzing the cells in buffer I (50 mM Hepes-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10 % glycerol, 0.5 %NP-40, 0.25 % Triton X-100) for 5 min on ice. The samples were pelleted (2 000 g, 5 min, 4°C) and resuspended in buffer II (10 mM Tris-HCl, pH 8.0, 200 mM

NaCl, 1 mM EDTA, pH 8.0, 0.5 mM EGTA, pH 8.0) with protease inhibitors (#11697498001, Roche). After 5 min incubation on ice the samples were pelleted and resuspended in buffer III (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.1 % Na-Deoxycholate, Sigma, D6750, 0.5 % N-lauroylsarcosinecontaining, protease inhibitors). After 5 min incubation on ice the chromatin was pelleted and washed again with buffer III. The chromatin was resuspended in buffer III (~50 000 cells/100 µl) and sonication was carried out with Bioruptor Pico, 30 s on, 30 s off for 5 min.

The chromatin immunoprecipitation (ChIP) was carried out with antibody raised against human POLR3G (SZ3070, a generous gift from Pascal Cousin and Professor Nouria Hernandez, University of Lausanne, Switzerland) [S5]. In addition, antibody against H3K4me3 (C15410003, Diagenode) was used as a positive control.

The magnetic beads (#11203D, Invitrogen) were vortexed. For each ChIP reaction 11 µL of beads were aliquoted and incubated on magnet for 2 min. The supernatant was removed. The beads were washed three times with PBS containing 0.5 % BSA. For each ChIP reaction 0.5 µg of antibody was added into 500 µL of PBS+0.5% BSA solution. The antibodies were attached into the beads by incubation for 4 - 8 hours at 4°C in rotation.

The tubes were filled with 500 µl of buffer III + 1 % Triton X-100 + protease inhibitors. An aliquot of the sonicated chromatin was saved as an input control. The supernatant was removed from the beads. An aliquot of 500 µl of sonicated chromatin was added for each ChIP reaction, into the tubes with antibody-bead complexes, and the samples were incubated over night at 4°C in rotation.

The chromatin-antibody-bead complexes were collected and washed with RIPA buffer (50 mM Hepes pH 8.0, 1 % NP-40, 0.7 % DOC, 0.5 M LiCl, 1 mM EDTA, protease inhibitors) for five times and once with TE buffer. The beads were resuspended in 100 µL of elution buffer (10 mM Tris pH 8.0, 1 mM EDTA, 1 % SDS). The immunoprecipitates were incubated at 65 °C for 5 h in a thermomixer with 1 400 rpm shaking. The supernatants were collected and 1 ul of Proteinase K (20 mg/ml, #EO0491, ThermoFisher Scientific) was added into the samples. The samples were incubated at 55 °C for 1 h. The ChIP-DNAs were purified with MinElute PCR Purification kit.

## Supplemental References

- S1. Enver, T. et al. Cellular differentiation hierarchies in normal and culture-adapted human embryonic stem cells. *Hum. Mol. Genet.* 14, 3129-3140 (2005).
- S2. Haurie, V. et al. Two isoforms of human RNA polymerase III with specific functions in cell growth and transformation. *Proc. Natl. Acad. Sci. U. S. A.* 107, 4176-4181 (2010).
- S3. Narva E. et al. RNA-binding protein L1TD1 interacts with LIN28 via RNA and is required for human embryonic stem cell self-renewal and cancer cell proliferation. *Stem Cells* 30, 452-460 (2015).
- S4. Berra, E. et al. HIF prolyl-hydroxylase 2 is the key oxygen sensor setting low steady-state levels of HIF-1alpha in normoxia. *EMBO J.* 22, 4082-4090 (2003).
- S5. Renaud, M. et al. Gene duplication and neofunctionalization: POLR3G and POLR3GL. *Genome Res.* 24, 37-51 (2014).

# Supplementary material for: RNA Polymerase III Subunit POLR3G Regulates Specific Subsets of PolyA+ and SmallRNA Transcriptomes and Splicing in Human Pluripotent Stem Cells
**Source:** Stem Cell Reports. 2017 May 9;8(5):1442–54. doi: 10.1016/j.stemcr.2017.04.016
**Supplement:** Document S2. Article plus Supplemental Information

# RNA Polymerase III Subunit POLR3G Regulates Specific Subsets of PolyA<sup>+</sup> and SmallRNA Transcriptomes and Splicing in Human Pluripotent Stem Cells

Riikka J. Lund,<sup>1,5,\*</sup> Nelly Rahkonen,<sup>1,5</sup> Maia Malonzo,<sup>2,5</sup> Leni Kauko,<sup>1</sup> Maheswara Reddy Emani,<sup>1</sup> Virpi Kivinen,<sup>3</sup> Elisa Närvä,<sup>1</sup> Esko Kempainen,<sup>1</sup> Asta Laiho,<sup>1</sup> Heli Skottman,<sup>3</sup> Outi Hovatta,<sup>4</sup> Omid Rasool,<sup>1</sup> Matti Nykter,<sup>1,3</sup> Harri Lähdesmäki,<sup>1,2</sup> and Riitta Lahesmaa<sup>1</sup>

<sup>5</sup>Co-first author

<http://dx.doi.org/10.1016/j.stemcr.2017.04.016>

## SUMMARY

POLR3G is expressed at high levels in human pluripotent stem cells (hPSCs) and is required for maintenance of stem cell state through mechanisms not known in detail. To explore how POLR3G regulates stem cell state, we carried out deep-sequencing analysis of polyA<sup>+</sup> and smallRNA transcriptomes present in hPSCs and regulated in POLR3G-dependent manner. Our data reveal that POLR3G regulates a specific subset of the hPSC transcriptome, including multiple transcript types, such as protein-coding genes, long intervening non-coding RNAs, microRNAs and small nucleolar RNAs, and affects RNA splicing. The primary function of POLR3G is in the maintenance rather than repression of transcription. The majority of POLR3G polyA<sup>+</sup> transcriptome is regulated during differentiation, and the key pluripotency factors bind to the promoters of at least 30% of the POLR3G-regulated transcripts. Among the direct targets of POLR3G, *POLG* is potentially important in sustaining stem cell status in a POLR3G-dependent manner.

## INTRODUCTION

Human embryonic stem cells (hESCs) are pluripotent cells having a unique capacity to self-renew and differentiate into all specialized cell types found in somatic tissues (Thomson et al., 1998). Similar properties are gained by human induced pluripotent stem cells (hiPSCs) reprogrammed from cells found in adult tissues (Yu et al., 2007; Takahashi et al., 2007). The core factors known to be crucial for maintenance and control of pluripotency include POU5F1, SOX2, and NANOG (Boyer et al., 2005; Chambers and Tomlinson, 2009). These transcription factors operate in activation or repression of genes important for pluripotency and differentiation, and form an autoregulatory loop to positively regulate their own expression. In addition, POU5F1 and SOX2, in combination with either KLF4 and CMYC or NANOG and LIN28, were used in the first studies reprogramming adult cells back to the pluripotent state, highlighting the importance of these factors in the regulation of pluripotency (Yu et al., 2007; Takahashi et al., 2007). Moreover, epigenetic regulation and post-transcriptional mechanisms, such as microRNAs (miRNAs), are important in the regulation of pluripotency (Young, 2011). However, the mechanisms underlying the unique property of pluripotency are still not completely understood.

In eukaryotic cells, three DNA-directed RNA polymerases, polymerases I, II, and III (Pol I–III), regulate tran-

scription of different sets of target genes. Pol III regulates transcription of structural RNAs (tRNAs and 5S rRNAs) and several small non-protein-coding RNAs (ncRNAs) including miRNAs (Ozsolak et al., 2008; Borchert et al., 2006; Oler et al., 2010; Dieci et al., 2007). Pol III, like Pol I and Pol II, is composed of multiple subunits of which POLR3G (DNA-directed RNA polymerase III subunit, RPC32, RPC7) is a Pol III-specific subunit with no counterpart in Pol I or Pol II. POLR3G subunit is needed for transcriptional initiation of Pol III, thus being important for the proper function of this polymerase (Wang and Roeder, 1997).

Intriguingly, consistent with previous studies (Wong et al., 2011; Enver et al., 2005; Haurie et al., 2010), our data show that POLR3G is highly expressed in pluripotent stem cells and is required for maintenance of the pluripotent state. However, the mechanisms by which how POLR3G contributes to maintenance of stem cell state and its targets in stem cells are not well known. To explore the function of POLR3G in stem cells, we have carried out deep transcriptome analysis of mRNAs and smallRNAs present in hESCs and regulated in a POLR3G-dependent manner. Our data reveal a specialized function for POLR3G in the transcriptional maintenance of the hESC state and regulation of developmental programs through a specific subset of coding and non-coding transcriptomes and regulation of alternative splicing.

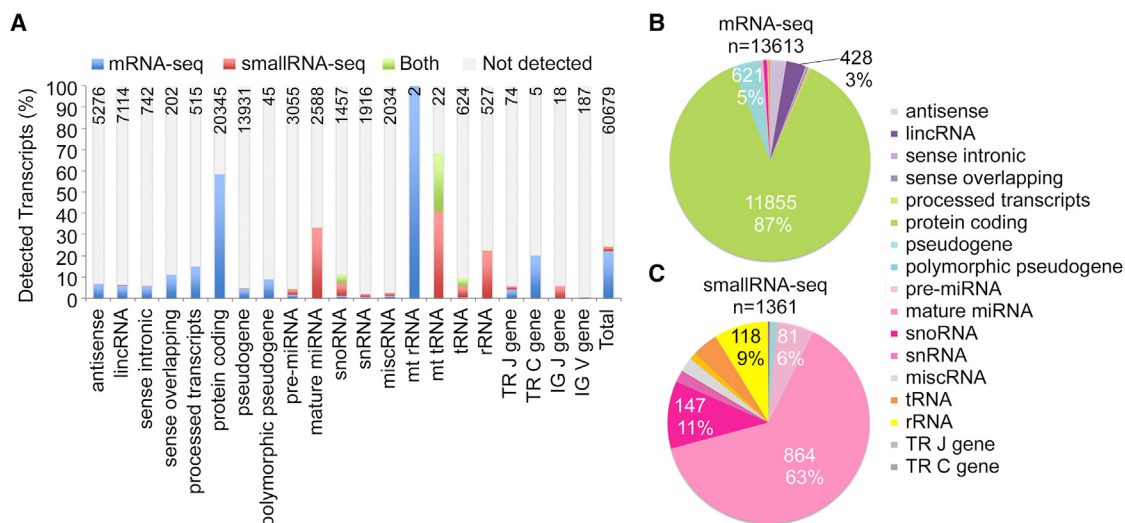

**Figure 1. Deep SmallRNA and PolyA<sup>+</sup> RNA Reference Transcriptome of Human Embryonic Stem Cells**

(A–C) PolyA<sup>+</sup> and smallRNAs were isolated from three independent experiments with two different human embryonic stem cells lines (H9p38, HS360p62, HS360p66). The deep transcriptome was analyzed with smallRNA-seq and mRNA-seq. The sequence data were mapped to the hg19 reference genome assembly and miRBase database (based on hg19 build). Transcriptome annotations were taken from gencode v19 and tRNA annotations with UCSC genome browser (in addition to miRBase). The polyA<sup>+</sup> transcripts with a minimum RPKM value of 0.5 and the smallRNA transcripts with a minimum RPM value of 0.5 were extracted from the data and classified into different transcript type categories. In (A) the bars represent the proportion of each transcript class detected in hESCs in comparison with the total number (indicated in the figure) of each transcript type present in the reference genome. The proportions of different transcript classes present in hESCs and detected with mRNA-seq (B) and smallRNA-seq (C) are visualized as pie charts.

## RESULTS

### Deep PolyA<sup>+</sup> Transcriptome of hESCs

To explore the regulation of transcription by POLR3G in hESCs, we first established a comprehensive reference transcriptome for hESCs. For this purpose we explored how large a proportion of the different transcript types are present in hESCs. Using mRNA sequencing (mRNA-seq), from the total number of 181–224 × 10<sup>6</sup> reads per sample we detected altogether 13,613 polyA<sup>+</sup> transcripts, which were present in all of the three hESC samples examined with a minimum RPKM (reads per kilobase per million mapped reads) value of 0.5 (Table S1A). This represents 22% of the total 60,679 transcripts present in the hg19 and miRBase reference genomes (Figure 1A). The most abundant class of transcripts detected in hESCs was protein-coding genes, which included 11,855 transcripts representing 58% of the protein-coding genes in the gencode (hg19) annotations (Figure 1A) and 87% of all the polyA<sup>+</sup> transcripts that were detected in hESC transcriptome (Figure 1B). The three other most abundant classes of transcripts were pseudogenes (n = 621, 5% of hESC transcriptome), long intervening non-coding RNAs (lincRNAs) (n = 428, 3% of hESC transcriptome), and antisense transcripts (n = 361, 3% of hESC transcriptome). However, in all these other classes less than 5% of the transcripts pre-

sent in the reference human genome were detected with mRNA-seq (Figure 1A).

### SmallRNA Transcriptome of hESCs

With smallRNA-seq we detected altogether 1,361 transcripts present in all hESC samples with a minimum read per kilobase of 0.5 and a maximum length of 250 bp (Table S1B). This represented 2% of all the transcripts in hg19 and miRBase reference genomes (Figure 1A). The most abundant class of smallRNA transcripts was mature miRNAs (n = 864), which represent 33% of the miRNAs in the miRBase reference annotations or 63% of all the smallRNAs that were detected in hESC small transcriptome (Figure 1C). The other most abundant classes of transcripts were small nucleolar RNAs (snoRNAs) (n = 147 transcripts, 11% of hESC smallRNA transcriptome) and pre-miRNAs (n = 81, 6% hESC small transcriptome), rRNAs (n = 118, 9% of hESC smallRNA transcriptome), and tRNAs (n = 57, 4% of hESC smallRNA transcriptome).

### POLR3G-Dependent PolyA<sup>+</sup> Transcriptome in hESCs

Consistent with previous findings (Enver et al., 2005; Wong et al., 2011; Haurie et al., 2010), we found both POLR3G mRNA and protein to be expressed at high level in hPSCs and to be rapidly downregulated during early differentiation (Figures 2A, S1A, and S1B). Expression of

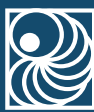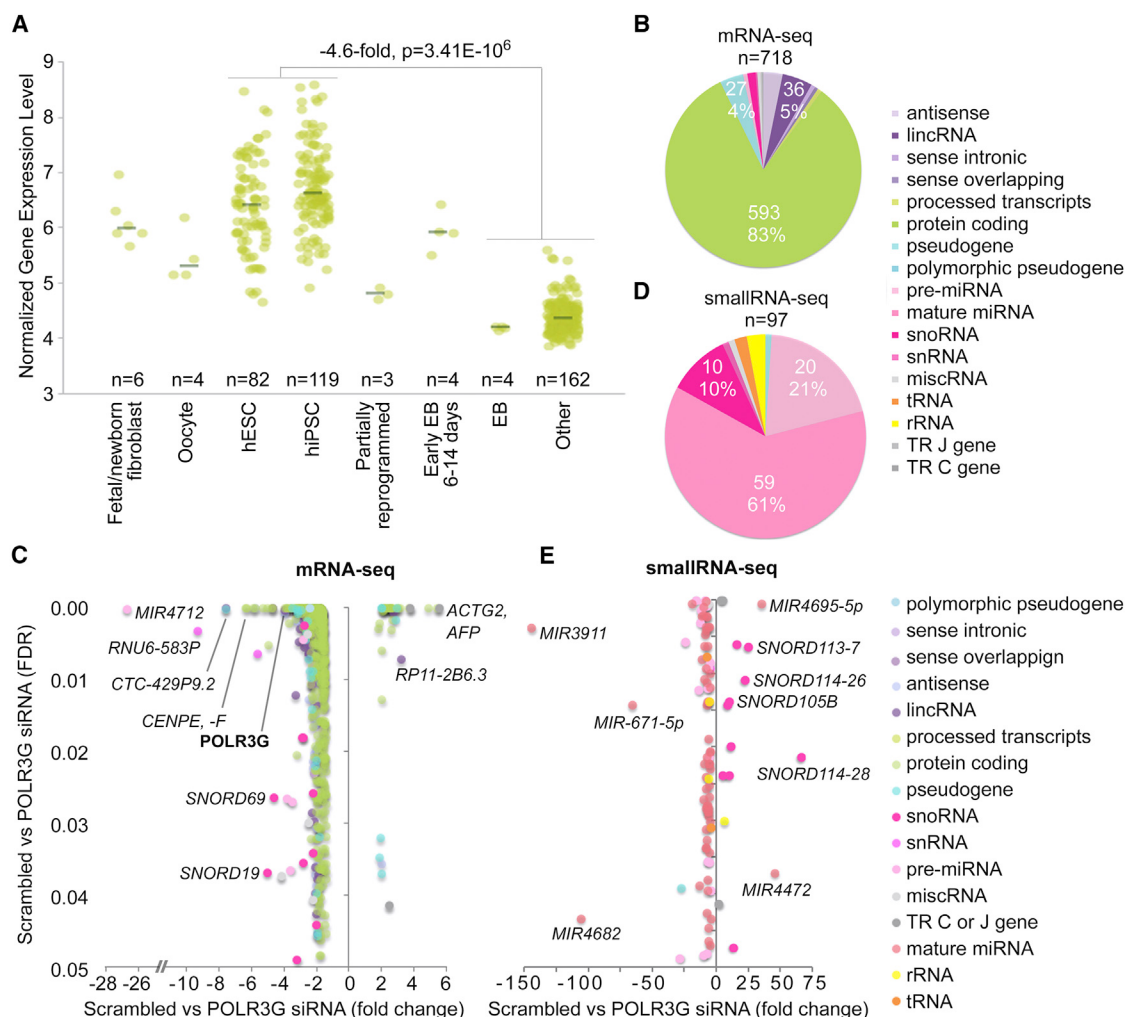

**Figure 2. POLR3G-Dependent Human Embryonic Stem Cell Transcriptome**

(A) Normalized gene expression levels for POLR3G from ESTOOLS data@hand database as measured with Affymetrix arrays in 384 samples. The combined number (n) of replicated samples from different studies is indicated in the figure. Average fold changes and statistical significance (unpaired t test) between hPSCs in comparison with late embryonic bodies (EB) and other cell types is indicated in the figure. See also [Figure S1](#).

(B) The proportions of different polyA<sup>+</sup> transcript types regulated in POLR3G-dependent manner in hESCs with minimum fold change of 1.5 and FDR ≤ 0.05 in three independent biological replicates.

(C) The fold changes and FDR values for all POLR3G-dependent transcripts in mRNA-seq data.

(D) The proportions of different smallRNA transcript types regulated in POLR3G-dependent manner in hESCs with minimum fold change of 1.5 and FDR ≤ 0.05 in four siRNA samples in comparison with three non-targeted siRNA controls.

(E) The average fold changes and FDR values for all POLR3G-dependent transcripts with size below 250 bp in smallRNA-seq data from four siRNA samples in comparison with three non-targeted siRNA controls. See also [Figure S2](#).

POLR3G protein was reciprocal to alternative form POLR3GL, which was induced in response to differentiation ([Figures S1A and S1B](#)). In addition, POLR3G was expressed consistently in a POU5F1-dependent manner ([Figure S1C](#)). To study the function and importance of POLR3G in hESCs, we carried out small interfering RNA (siRNA)-mediated knockdown of POLR3G in two different hESC

lines (H9 and HS360) with two different siRNAs and siRNA pool (see [Supplemental Experimental Procedures](#)). Silencing of POLR3G led to clear loss of morphology typical for pluripotent hESCs and decreased the number of cells present in the cultures ([Figure S2A](#)). In particular with siRNA1, due to rapid and strong decrease in cell numbers, not enough material was always obtained for further

**Table 1. Functional Enrichment of the POLR3G-Dependent PolyA<sup>+</sup> Transcripts**

analysis, indicating the importance of POLR3G in hESC maintenance. We did not observe an increase in the number of dead cells in response to POLR3G knockdown, although these cells would have been washed off in the daily media change (Figure S2A).

We next examined the function of POLR3G in the regulation of hESC transcriptome. Comparison of the polyA<sup>+</sup> transcriptomes of hESCs before and after POLR3G silencing revealed changes in expression of 718 transcripts representing 5% of the hESC transcriptome (Table S2A). The most abundant transcriptional class regulated by POLR3G (Figure 2B) was protein-coding genes (n = 593), which represented 83% of all the polyA<sup>+</sup> transcripts regulated by POLR3G and 5% of the protein-coding genes present in hESC transcriptome. The other less abundant polyA<sup>+</sup> transcript classes regulated by POLR3G included 36 lincRNAs (5%), 27 pseudogenes (4%), and 23 antisense transcripts (6% of POLR3G-dependent transcripts). No increase in the expression of alternative variant POLR3GL was detected at either mRNA or protein level (data not shown), although this variant is induced during early differentiation and is expressed in reciprocal manner to POLR3G (Figure S1). Consistently with our observations from cell cultures and cell counts (Figure S2), among the genes with the strongest decrease in response to POLR3G was a marker of proliferation, MKI67 (fold change = −5.9, false discovery rate [FDR] =  $1.71 \times 10^{-8}$ , Table S2), indicating decreased proliferation of the cells. Our findings show that POLR3G regulates a specific subset of transcripts in hESCs consisting of multiple transcript types. However, the most abundant

POLR3G-dependent transcript group in our mRNA-seq data is clearly the protein-coding genes. Most of the POLR3G-dependent polyA<sup>+</sup> transcripts were decreased (n = 681, 94.8%) rather than increased (n = 37, 5.2%) in response to POLR3G knockdown (Figure 2C), indicating that POLR3G has a function primarily in maintenance rather than repression of transcription in hESCs.

### POLR3G-Dependent SmallRNA Transcriptome in hESCs

The smallRNA-seq revealed changes in 97 POLR3G-dependent smallRNAs representing 7% of the hESC smallRNA transcriptome (Table S2B). The most abundant transcriptional class regulated by POLR3G (Figure 2D) was mature miRNAs (n = 59) representing 61% of all the smallRNAs regulated by POLR3G and 7% of the miRNAs present in hESC smallRNA transcriptome. The other abundant smallRNA classes regulated by POLR3G included pre-miRNAs (n = 20) and snoRNAs (n = 10), representing 21% and 10% of all POLR3G-dependent smallRNAs, respectively. Similarly to polyA<sup>+</sup> transcriptome, most of the POLR3G-dependent smallRNAs (n = 84, 87%) were downregulated and only a small proportion (n = 13, 13%) was upregulated in response to POLR3G knockdown (Figure 2E and Table S2B). Interestingly, most of the smallRNAs (n = 10, 77%) induced in response to POLR3G silencing were snoRNAs. Half of these were from imprinted locus in the chromosome 14q32. In comparison with polyA<sup>+</sup> transcripts, the impact of POLR3G depletion on smallRNAs was strong in magnitude. For polyA<sup>+</sup> transcripts the average fold change for repressed transcripts in response to POLR3G silencing was 1.9, whereas for smallRNAs it was 5.9. These results indicate that in addition to multiple types of polyA<sup>+</sup> transcripts, POLR3G is required for maintenance of a specific subset of miRNAs in hESCs. In addition, POLR3G represses transcription of a small fraction of snoRNAs.

### Functional Enrichment Analysis of POLR3G-Regulated Transcripts

To examine the function of the POLR3G-dependent transcripts, we performed pathway analysis with the Ingenuity Pathway Analysis Tool (Qiagen). Consistent with our findings, the results linked the POLR3G-regulated polyA<sup>+</sup> transcripts to important functions in the cellular maintenance and regulation of early developmental programs (Table 1). The functions of POLR3G-dependent non-coding transcripts, including smallRNAs, are largely unknown.

A total of 114 molecules linked to pluripotency function were found in the Ingenuity Pathway database. Of these, eight (*DNMT1*, *APC*, *SMARCA4*, *NIPBL*, *RIF1*, *RTF1*, *TET1*, and *LIN28A*) showed downregulation from −1.5-fold to −2.9-fold (FDR < 0.05) in response to POLR3G knockdown. In addition, several of the miRNAs predicted to target these

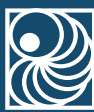

factors were regulated in a POLR3G-dependent manner. However, most of them were downregulated rather than upregulated. Only two of the miRNAs were upregulated (*hsa-miR-4472*, 45.89-fold, FDR = 0.04; and *hsa-miR-4695-5p*, 24.63-fold, FDR = 0.0005) and their predicted targets *RTF1* (−1.62, FDR = 0.0003) and *RIF1* (−1.55, FDR = 0.004), respectively, were downregulated. Among the downregulated pluripotency-associated genes was also *LIN28A* (−1.88, FDR =  $2.12 \times 10^{-4}$ ), which has a well-known function in the regulation of mouse ESC self-renewal through suppression of *let-7* miRNA maturation (Shyh-Chang and Daley, 2013). *Let-7* miRNAs again repress *LIN28A* during stem cell differentiation. Therefore, we looked into the *let-7* levels in the data and found increased levels of *hsa-let-7b-5p* (4.35-fold,  $p = 0.02$ ) and *hsa-let-7c* (5.21-fold,  $p = 0.01$ ) with unadjusted  $p$  values in response to POLR3G silencing. No consistent changes were observed for the other *let-7* family members.

Taken together, based on functional enrichment analysis, POLR3G is required for maintenance of transcripts important in regulation of cellular maintenance, proliferation, and early developmental programs. Importantly, the functions of the POLR3G-dependent non-coding RNAs are largely unknown, highlighting the lack of knowledge in the importance of non-coding transcriptome in the regulation of pluripotency.

### Regulation of POLR3G-Dependent Transcripts during Early Differentiation

To study whether the POLR3G-dependent transcripts are regulated during differentiation of hESCs, we examined regulation of these transcripts in the deeply sequenced RNA-seq data available on differentiation of hESCs into three different germ cell lineages (endoderm, mesoderm, and ectoderm) by Gifford et al. (2013). Of our 718 POLR3G-regulated polyA<sup>+</sup> transcripts, 537 were present in the data by Gifford et al. (2013). Of these, 70% ( $n = 377$ ) showed at least 1.5-fold change ( $p$  value cutoff 0.05) in response to differentiation (Table S3). This represented 3.8% of the all 10,010 differentially regulated genes in the data by Gifford et al. (2013). The POLR3G-regulated transcripts included both induced and repressed genes and were associated with all three germ cell lineages endoderm (98 down, 120 up), ectoderm (108 down, 116 up), and mesoderm (151 down, 104 up). From these observations we can conclude that POLR3G regulates a specific subset of transcripts in hESCs, most of which are differentially regulated during early differentiation of hESCs to all the different germ cell lineages.

### Impact of POLR3G Silencing on Alternative Splicing of Transcripts

We next analyzed the impact of POLR3G silencing on the alternative splicing of transcripts. Using the rMATS method

(replicate multivariate analysis of transcript splicing) (Shen et al., 2014), the number of splicing events detected in the samples ranged from thousands (retained intron) to tens of thousands (skipped exon) based on counts from reads mapping to exon junctions and alternative exons (and similar numbers based on just junction counts), whereas the combined number of alternative splicing events (ASEs) from both junction counts and counts from junction and alternative exon reads (FDR < 0.05,  $\Delta\Psi > 0.2$ ) for the following subclasses were: 109 (71) skipped exon (SE), 25 (16) alternative 5' splice site (A5SS), 15 (7) alternative 3' splice site (A3SS), 62 (49) retained intron (RI), and 22 (11) mutually exclusive exons (MXE) (Table S4). The numbers in parentheses indicate the number of ASEs wherein the sign of  $\Delta\Psi$  was consistent among all three case-control pairs (in contrast to ASEs that had too few reads in some samples or those wherein the sign of  $\Delta\Psi$  varied among case-control pairs).

Splicing analysis with MISO (mixture of isoforms) (Katz et al., 2010) was performed independently for each of the three case-control pair replicates and splicing events meeting the filtering criteria (Bayes factor  $\geq 5$ ,  $\Delta\Psi > 0.2$ , number of reads supporting inclusion/exclusion isoform for case/control samples, or vice versa,  $\geq 10$ ) for all the three replicate pairs and with consistent sign of  $\Delta\Psi$  were considered significant. Using these ad hoc filtering criteria, only six ASEs were detected (Table 2).

Given the relatively small number of statistically significant splicing events from MISO analysis and discrepancies in the splicing event annotations, only one ASE, skipped exon of *HDAC7* gene (exon 9 of RefSeq NM\_015401), was detected by both rMATS (FDR =  $8.82 \times 10^{-22}$ ,  $\Delta\Psi = 0.29$ ) and MISO (Bayes factor =  $1.00\text{E}+12$ ,  $\Delta\Psi = 0.21\text{--}0.37$ ) (Figure S3). This ASE was subjected to further experimental validation with qRT-PCR, which confirmed increased expression (fold change 1.52–7.03,  $p = 0.09$ ) of the variant lacking the exon after silencing of POLR3G in all four biological replicates examined (data not shown).

### Enrichment of Pluripotency Factors in the Proximity of POLR3G-Dependent Transcripts

We next examined the binding of transcription factors, important for pluripotency, in the promoters of the POLR3G-regulated transcripts. For the comparison we used existing chromatin immunoprecipitation sequencing (ChIP-seq) data by Lister et al. (2009) on POU5F1, NANOG, SOX2, and KLF4 binding. Additionally EP300, a histone acetyltransferase and transcriptional co-activator important for stem cell differentiation, was included in the analysis. The promoter was defined as a region including 1,000 bp upstream from the transcription start site (TSS) of the transcript and included first exon and intron, if present. We found significant enrichment for NANOG, SOX2,

**Table 2. Alternative Splicing Events Detected by MISO Statistical Model in Response to Silencing of POLR3G in hESCs**

See also [Figure S3](#).

and KLF4, but not POU5F1, in the promoters of the POLR3G-regulated polyA<sup>+</sup> transcripts in comparison with similar enrichment in the all the genes expressed in hESCs ([Table 3](#)). Interestingly, enrichment of the subunit of Pol III complex, POLR3A, was not observed, although this subunit has been previously reported to co-localize with the pluripotency factors ([Alla and Cairns, 2014](#)). A total of 311 (30.5%) of all the POLR3G-dependent polyA<sup>+</sup> transcripts expressed in hESCs had a binding site for one or more pluripotency factors in the promoter region ([Figure 3A](#)).

### POLR3G Binding Sites in Genome

ChIP-seq was carried out to identify the genomic binding sites of POLR3G and direct targets of transcriptional regulation. After several failed experiments with hESC lines, good-quality ChIP-seq data were obtained with one of the two replicates of pluripotent NT2D1 line. Altogether 836 peaks ( $p = 1.00 \times 10^{-4}$ ) were detected in the POLR3G ChIP-seq data. First we compared the genomic regions bound by POLR3G with the data available on POLR3A binding sites in H1 hESCs by [Alla and Cairns \(2014\)](#). Of the 330 regions bound by POLR3A, 225 were overlapping with genomic regions bound by POLR3G. These regions were chosen for further analysis to ensure identification of POLR3G-regulated targets with high confidence. The majority of the POLR3G binding sites were localized as clearly defined peaks overlapping with 245 different tRNA genes ([Table S5](#)). In addition, 13 peaks were overlapping with non-coding RNAs encoding for components

of the ribonucleoproteins (*RMRP*, *RN7SK*, *-7SL1*, *-7SL2*, *RNU6-1*, *-2*, *-8*, *-9*, *-ATAC*, *RNY1*, *-3*, *-4*, *-5*). Two peaks overlapped miRNAs (predicted *AC008738.2*, *MIR3676*) and one vaultRNA (*VTRNA1-3*).

To identify the direct targets of the POLR3G putatively important in the maintenance of hESC status, we identified the overlaps in the genomic binding sites of POLR3G/POLR3A and changes in the transcription of coding or non-coding genes in response to POLR3G knockdown. According to our results, mtDNA polymerase *POLG* was the only protein-coding gene, downregulated ( $-1.5$ -fold,  $\text{FDR} = 2.00 \times 10^{-2}$ ) in response to POLR3G knockdown with POLR3G/POLR3A binding site in the proximal promoter. The exact binding site of POLR3G in *POLG* promoter overlapped with the tRNA-Arg-TCG-1-1 gene, functional genomic element with active or weak promoter histone marks, and numerous transcription factor binding sites based on ENCODE data ([ENCODE Project Consortium, 2012](#)) ([Figure 3B](#)). Consistently, tRNA-Arg-CGA transcript expression was increased on average 5.0-fold ( $p = 4.00 \times 10^{-2}$ ) in smallRNA-seq data across the biological replicates. In addition, several other tRNAs bound showed altered expression levels in response to POLR3G knockdown. These included tRNA-*Thr*-ACY (fold change =  $-4.5$ ,  $\text{FDR} = 3.10 \times 10^{-2}$ ), tRNA-*Leu*-TTA(*m*) (fold change =  $-7.15$ ,  $\text{FDR} = 8.00 \times 10^{-3}$ ), tRNA-*Ala*-GCA (fold change =  $3.1$ ,  $p = 4.90 \times 10^{-2}$ ) in the smallRNA-seq data, and tRNA-*Gly*-GGA (fold change =  $-2.2$ ,  $p = 2.32 \times 10^{-2}$ ) and tRNA-*Met* (fold change =  $-2.68$ ,  $p = 2.10 \times 10^{-2}$ ) in the mRNA-seq data. Comparison of the transcriptome data

**Table 3. Binding and Enrichment of Regulatory Factors in the Promoters of POLR3G-Dependent PolyA<sup>+</sup> Genes in Comparison with All Detected Genes**

and the ChIP-seq data revealed overlaps also in a few other non-coding smallRNAs that had altered expression levels, although the statistical significance was not high. The predicted miRNA *AC008738.2* was bound by POLR3G and expression was decreased 1.6- to 9.3-fold ( $p = 1.00 \times 10^{-2}$ ) in response to knockdown. In addition, the smallRNAs *RNY1* (ENSG00000201098.1, fold change = 1.5–5.0,  $p = 4.60 \times 10^{-2}$ ), *RNY4* (ENSG00000252316.1, fold change = 1.5–5.9,  $p = 4.00 \times 10^{-2}$ ), and *RNY5* (ENSG00000252310.1, fold change = 1.4–2.6,  $p = 3.40 \times 10^{-2}$ ), bound by POLR3G, had increased expression in response to POLR3G knockdown in all of the four biological replicates. Also, expression of the VaultRNA (*VTRNA1–3*), bound by POLR3G, had altered expression (1.5- to 1.8-fold) in all of the four biological replicates, although statistical significance was low ( $p = 2.01 \times 10^{-1}$ ).

In conclusion, our data indicate that maintenance of stem cell status by POLR3G may be mediated through regulation of *POLG* gene. The regulation of stem cell status may also involve activity of *AC008738.2*, *VTRNA1–3*, a subset of specific tRNA genes, and components of ribonucleoproteins *RNY1*, *RNY4*, and *RNY5*.

## DISCUSSION

POLR3G is a key factor required for maintenance of hESC state, as silencing of POLR3G leads to differentiation and attenuates proliferation of hESCs (Wong et al., 2011; Enver et al., 2005; Haurie et al., 2010). However, the mechanisms by which POLR3G sustains undifferentiated status of hESCs and prevents differentiation have not been characterized in detail. Our results show that POLR3G is required for the maintenance of several types of polyA<sup>+</sup> and smallRNA transcripts, including protein-coding genes, pseudogenes, lincRNAs, antisense transcripts, and miRNAs in hESCs. Interestingly, the POLR3G-dependent transcriptome is rather specific, as only 5% of the polyA<sup>+</sup> transcripts and 7% of the smallRNA transcripts

in hESCs were POLR3G dependent. This indicates that a large proportion of the transcripts in hESCs are also maintained through POLR3G-independent mechanisms. However, the severe phenotypic and proliferation changes induced in response to POLR3G silencing and accompanied by these transcriptional alterations indicate that POLR3G-dependent regulation of these specific transcripts is crucial for the maintenance of stem cell state and proliferation.

We also found that silencing of POLR3G leads to changes in the expression levels of alternatively spliced transcript variants. Of these we further validated the strongest observation, skipping of exon 9 of the *HDAC7* RefSeq variant 1. Elucidation of the functional significance of this ASE requires further studies. The importance of *HDAC7* in the regulation of early stem cell differentiation and development is supported by a previous study on a mouse stem cell model, which showed that *Hdac7* is required for differentiation of smooth muscle cells and to undergo alternative splicing during differentiation, albeit at different sites affecting usage of exon 1 (Margariti et al., 2009).

The POLR3G-dependent transcripts are functionally linked to embryonic development and key cellular functions important for cellular maintenance and proliferation. The known pluripotency regulators are enriched in the TSSs of these genes, and the majority of the polyA<sup>+</sup> transcripts are regulated during the differentiation of hESCs to three different germ cell lineages. This regulation of POLR3G-mediated transcripts must be important, enabling lineage specification and further development of the cells and tissues, as previous studies have shown that overexpression of POLR3G in the cells leads to resistance to differentiation (Wong et al., 2011).

The effects of POLR3G knockdown on smallRNA expression were stronger than on polyA<sup>+</sup> transcriptome, indicating that POLR3G is likely to have an important function in the maintenance of stem cell state and regulation of pluripotency through specific subsets of smallRNAs.

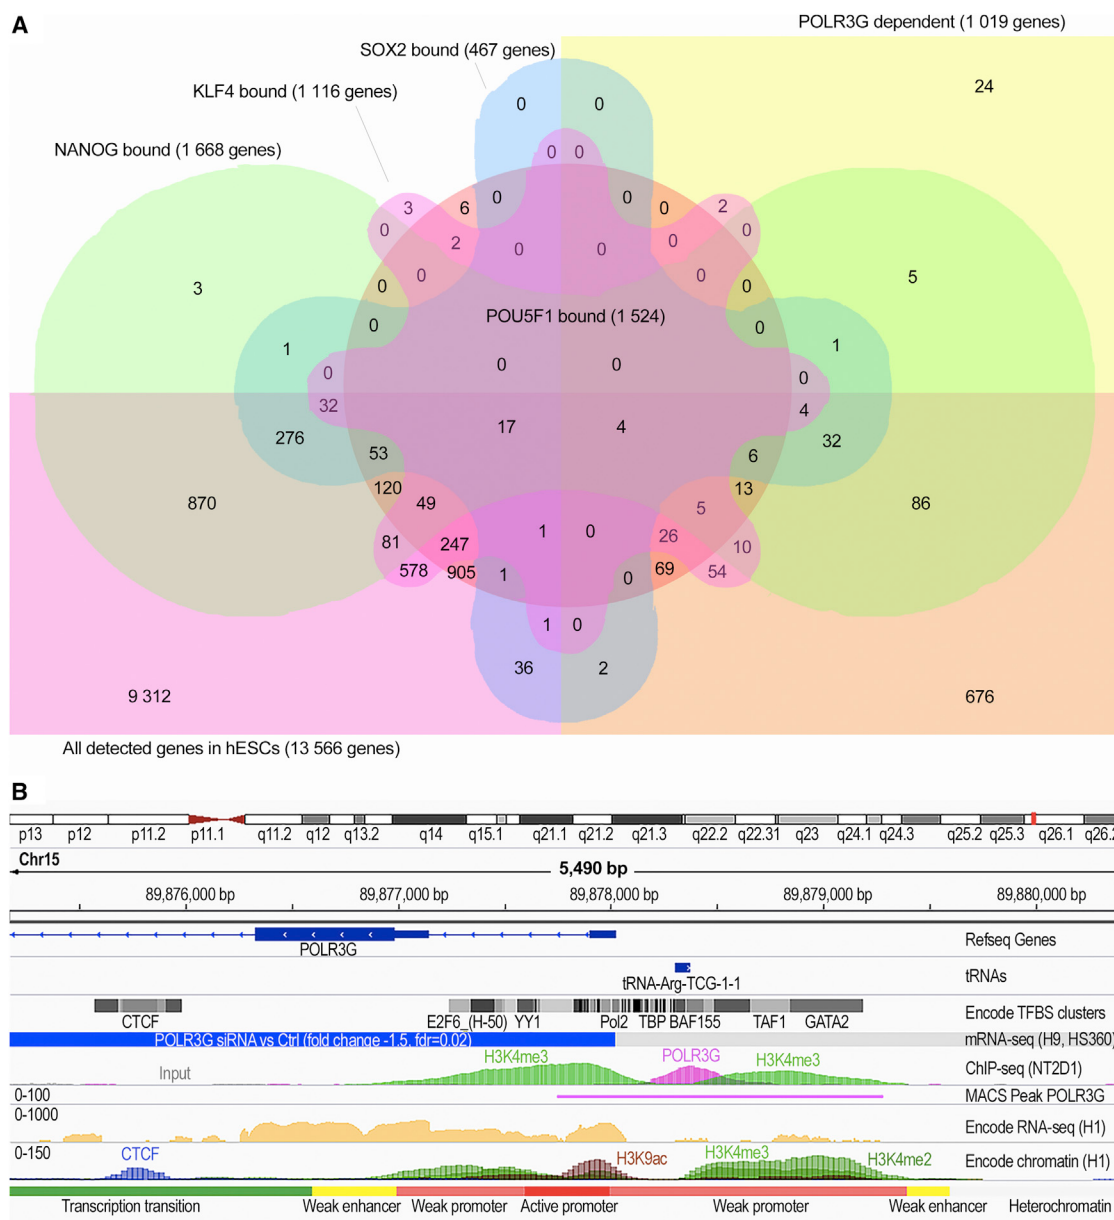

**Figure 3. Overlap of the Genomic Binding Sites of Known Pluripotency Regulators and POLR3G with the POLR3G-Regulated Transcriptome**

(A) Enrichments of POU5F1, NANOG, SOX2, and KLF4 in the promoter region of POLR3G-dependent transcripts in the genome were examined by comparing the binding of the factors to the proximity (−1,000 from TSS + first exon and intron, if present) of POLR3G-regulated polyA<sup>+</sup> genes in comparison with all the polyA<sup>+</sup> genes expressed by hESCs before or after POLR3G knockdown. The overlap of the binding sites of different factors is illustrated in the figure.

(B) Binding of POLR3G into the genome of embryonal carcinoma-derived pluripotent stem cells (NT2D1) was studied with ChIP-seq. Binding sites were compared with the transcriptional changes observed in response to POLR3G knockdown and in correlation to ENCODE data available on chromatin status of pluripotent stem cells. The figure shows a snapshot from integrative analysis at the transcriptional start site of *POLG* gene showing genomic binding and transcriptional regulation of the locus by POLR3G.

Interestingly, although based on transcriptome analysis, POLR3G is required to maintain expression of multiple types of transcripts in hESCs, only few are direct targets

of POLR3G. We found mtDNA polymerase *POLG* to be the only protein-coding gene directly regulated by POLR3G. Therefore, *POLG* is a strong candidate for

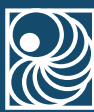

mediating POLR3G-dependent maintenance of stem cell status. *POLG* encodes the catalytic subunit of the mtDNA polymerase, and is thus required for the proper function and genomic integrity of mitochondria and is essential for early embryonic development. Mitochondrial function has been shown to be crucial for the pluripotency and differentiation of embryonic stem cells (Hance et al., 2005; Facucho-Oliveira et al., 2007; Xu et al., 2013). Silencing of *POLG* in mouse embryonic stem cells leads to loss of *POU5F1* and induction of Brachyury protein expression (Hance et al., 2005; Facucho-Oliveira et al., 2007; Xu et al., 2013), demonstrating the importance of the gene in maintenance of pluripotency.

In addition, binding and POLR3G-dependent expression was detected for a subset of tRNA genes, predicted miRNA *AC008738.2*, *VTRNA1–3*, and ribonucleoproteins *RNY1*, *RNY4*, and *RNY5*, with currently unclear function in the regulation of pluripotency. Strong binding of POLR3G to numerous tRNAs without transcriptional changes in response to knockdown hints at a potential function other than direct regulation of transcription. Further studies are needed to clarify, for example, whether POLR3G has a function in controlling accessibility of chromatin to regulatory factors or mediates regulation of gene transcription through long-range interactions of the chromatin.

In summary, our results provide insights into the molecular mechanisms by which the stem cell-specific subunit of Pol III complex, POLR3G, regulates self-renewal and pluripotency. Furthermore, since Pol III is responsible for transcribing many of the core RNA components of the cytosolic translation machinery, our findings suggest a previously unreported mechanism for coordinated regulation of protein synthesis and mitochondrial biogenesis.

## EXPERIMENTAL PROCEDURES

Full experimental procedures are provided in the [Supplemental Information](#).

### Cell Culture and Differentiation Assays

Human ESC lines were maintained on human foreskin fibroblast feeders or in feeder-free culture conditions on Matrigel (BD Biosciences) in mTeSR1 medium (STEMCELL Technologies) as previously described (Narva et al., 2012; Konki et al., 2016). In feeder-free culture conditions the cells were maintained on Matrigel (BD Biosciences) in mTeSR1 medium (STEMCELL). Differentiation of hESCs was performed as described by Narva et al. (2012). In brief, for spontaneous embryonic body differentiation the cells were plated without feeders and were grown in suspension in standard hESC medium without fibroblast growth factor 2. For retinoic acid-induced differentiation, cells were plated in feeder-free conditions and medium was supplemented with 13.7  $\mu$ M retinoic acid (Sigma). The karyotypes of the lines were routinely monitored with G-banding and/or KaryoLite BoBs assay (Lund et al., 2012).

### RNA Interference and Transfections of hESC Lines

How the deposited data were processed for this re-analysis (not part of the article)

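The data are polyA+ RNA-seq of 6 hESC libraries, smallRNA-seq of 7 hESC libraries and ChIP-seq peaks of NT2D1 cells. The hESC cultures are HS360 at passages 62 and 66 (HS360p62, HS360p66) and H9 at passage 38 (H9p38). In the mRNA-seq each has 1 library of cells given a non-targeting siRNA (SCR) and 1 of cells given POLR3G siRNA. The smallRNA-seq has 3 SCR libraries and 4 knockdown libraries, siRNA1 and siRNA2 in HS360p62 and siRNA2 and the pool siRNA3 in H9p38. The HS360p66 SCR library has no knockdown partner there. Other experiments of the paper (differentiation, mature miRNAs, protein and qPCR measurements) were not analysed here, and POLR3A binding was read only from the paper's Table S5.

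According to the methods of the authors, the RNA-seq reads were trimmed with Trim Galore and Trimmomatic, mapped to hg19 with TopHat2 and counted with HTSeq over GENCODE genes and tRNA genes, and the deposited values are RPKM on the longest transcript of each gene. The smallRNA values are also RPKM in the deposited tables, scaled to the feature's length by the authors, where the methods text names RPM. Whether reads on mature miRNAs were set aside before the counting, and whether strand was used, is not stated. The authors mapped the ChIP reads with Bowtie2, kept uniquely mapping reads and called peaks for each sample with MACS, and the score column of the deposited peaks is the −log10 of the MACS p, scaled so that the calling limit is 40. The H3K4me3 peaks are the positive control. Their lowest score, 50.01, is above the lowest of the POLR3G peaks (40).

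The tests had been planned for read counts. The files hold RPKM, and limma 3.58.1 on R 4.3.3 was used in place of edgeR, the tool of the authors, which was not run on the recovered reads below. The limma fits are on log2(RPKM + 0.1) for polyA+ genes and log2(RPKM + 40) for small RNAs. The polyA+ gene lists, the named-gene rule below and most settings of the main tests were fixed before the data were examined. The use of limma, the pseudocounts, filters and scaling were set after the unit was known and before any result was seen. The smallRNA tests had been planned for mature miRNAs. These are not among the features, so the annotated features tested and their groups were set after the files were seen. Libraries were scaled by a trimmed mean of log ratios (30% of the ratios and 5% of the levels trimmed, unweighted), with factors of 0.852 to 1.146 for mRNA-seq and 0.855 to 1.573 for smallRNA-seq. A polyA+ gene was tested with at least 0.1 RPKM in 2 or more libraries of a condition (20393 genes), and a small RNA with at least 0.5 in every library of a condition (776 features). The polyA+ model has the culture as a block. The smallRNA model has the treatment only, and the block was run beside it. Variances were moderated with a trend on level, and p was adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p of at most 0.05 with a fold of at least 1.5. Folds are on the scale with the pseudocount and are smaller than the ratio of the means for weakly expressed genes. For features at 0 in a whole condition, 14 small RNAs and 92 polyA+ genes, the fitted fold is no measure of size, and a bound against 3 reads over the condition is given where the reads are known. The small RNA medians that such features move are −1.12 in place of −1.09 (pre-miRNAs), 2.21 in place of 2.13 (14q32 snoRNAs) and 0.08 in place of 0.1 (Y RNAs).

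The reads behind each library were recovered from the smallest steps between RPKM values and, for mRNA-seq, from the counts of the study's Table S2A. In M reads they are 141.5, 175.5 and 171.2 for the SCR and 160.5, 166.5 and 151.7 for the knockdown mRNA-seq libraries of HS360p62, HS360p66 and H9p38, with 97.7 to 99.8% of the values within 2% of a whole number of reads. For smallRNA-seq they are 1.253, 0.343 and 1.329 for the SCR libraries and 0.781, 1.021, 1.63 and 1.942 for the knockdowns (siRNA1 and siRNA2 of HS360p62, siRNA2 and siRNA3 of H9p38), so in the smallest library an RNA of 80 bases with an RPKM of 40 has about 1 read. Read shares were taken over features with a known length, whose sum is 113.8 to 114.2% of the mRNA-seq total since genes overlap. The lowest Spearman correlation of mRNA-seq libraries was 0.964 within a culture and 0.963 between cultures of a condition. Pairing was checked on the genes' levels: each library was closest to its own partner (mRNA-seq correlations 0.497, 0.555 and 0.578, highest with another culture −0.141, −0.284 and −0.052, smallRNA-seq 0.259, 0.166, 0.328 and 0.205, against −0.058, 0.004, −0.009 and 0.09).

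Genes were named and classed with GENCODE 44 on GRCh37 coordinates. Of the 38722 polyA+ entries 37095 of 38461 Ensembl genes were matched, 146 were named from the study's tables and 1220 were left unnamed, and of the 1822 small RNA entries 1555 of 1582 were matched. The older classes lincRNA and antisense are mostly merged into lncRNA. A gene was detected at 0.5 RPKM or more in all SCR libraries.

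Lists of genes were tested with camera (preset correlation 0.01) against all tested genes, again with an estimated correlation, and with fry. The 22 polyA+ lists are RNA polymerase III subunits and factors, core pluripotency, the 8 pluripotency genes of the paper, mitosis and proliferation, DNA replication, mtDNA replication and transcription, mRNAs encoded in mtDNA, nuclear genes of oxidative phosphorylation, cytosolic ribosomal proteins, aminoacyl-tRNA synthetases, splicing factors, miRNA biogenesis, p53 targets, the integrated stress response, the interferon response, immediate early genes, markers of endoderm, mesoderm, ectoderm and trophoblast, smooth muscle and cytoskeleton genes, and fibroblast feeder markers. Names not found included CGB, C10orf2, GARS, MARS, QARS and SARS. The 15 small RNA groups are pre-miRNAs, C/D and H/ACA box snoRNAs, tRNA genes, rRNAs, snRNAs, Y RNAs, mitochondrial tRNAs, the 14q32 snoRNAs and pre-miRNAs, and the miR-302, miR-17-92, miR-200, C19MC and let-7 pre-miRNAs. A further miRNA cluster of pluripotent cells had 1 feature and was not tested. Lists that share genes with the study's Table S2A are the 8 genes of the paper (all 8), mRNAs encoded in mtDNA (8 of 13), mitosis (MKI67, CENPE, CENPF, TOP2A and ASPM), RNA polymerase III (POLR3G and BDP1), DNA replication (RFC1 and TYMS), splicing (SRRM1 and SRRM2), miRNA biogenesis (LIN28A and TUT7), mtDNA replication (POLG and PPARGC1B), core pluripotency (LIN28A), p53 targets (TP53I3), the interferon response (EIF2AK2), immediate early genes (NR4A1), endoderm (AFP), mesoderm (KDR) and smooth muscle (ACTG2). Fry called 3 of the polyA+ lists, ribosomal proteins (adjusted p = 0.0286), oxidative phosphorylation (0.0452) and the 8 genes of the paper (0.0286), and 3 of the small RNA groups, C/D box snoRNAs (0.0213), C19MC (0.0459) and snRNAs (0.0459).

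Named genes are the 10 largest rises and falls past the thresholds that have the same direction in every pair (smallRNA: every knockdown library beyond every SCR library) and an average log2 level of at least 1, every gene the paper names in its text or Figure 2, up to 4 members with the smallest p of each list, and for the peaks the 10 highest scores of replicate 1, POLG and the features the paper names. The paper's tables had been seen when the rule was written.

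Peaks were intersected with bedtools 2.31.1 on GRCh37 and compared with 1000 random shifts along the chromosomes. Shares have 95% Wilson intervals. Scripts ran on Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

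The methods were tested on simulated data. In the mRNA-seq design, with a change planted in 200 of 20393 genes, 2% were called at 1.5-fold, 44.8% at 2-fold, 92.8% at 4-fold and 98.4% at 8-fold, with a mean of 6 false calls. The simulation was altered once after its first outcome, from the fitted variances themselves to variances drawn from their fitted prior, and with the first draw the mean is 17.2 false calls beside 155.6 true ones. In the smallRNA-seq design, with 80 of 776 features changed, 1.5, 3, 27.5 and 74% were called, with 0.3 false calls. Of 863 peaks, 0, 50 and 300 planted overlaps were found as 0, 50 and 300. Alternatives covered scaling, pseudocount, filters, blocking, variance, thresholds, transcript length, each library left out, and scores and overlap rules of the peaks.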

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

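The tests of scaling, transcript length and library splits for the polyA+ genes, of normalization between libraries and of splits within cultures for the small RNAs, and of scaling and feeder cells for the mitochondrial mRNAs were chosen after the results were seen.

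More polyA+ genes were lower than higher after POLR3G knockdown, 2044 against 958 at an unadjusted p under 0.05 with a fold of at least 1.5, but without a fold minimum 3013 were lower and 3132 higher, and with a pseudocount of 1 48.4% were lower. Scaling stays open: 70.1% were lower at the least with relative log expression or upper quartile scaling, but both move all genes down and so could only raise the share. Transcript length was not the whole cause, since 59.5% (95% interval 57.6–61.3%) were lower with its trend removed. Weakly expressed genes near the floor of the values remain a candidate explanation: with a mean of at least 1 RPKM 54.2% were lower, and 47% of 897 genes (43.7–50.4%) with a pseudocount of 1, but 70.6% of 1390 with a filter of 1 RPKM in 3 libraries, after which the libraries are scaled anew. The tilt may thus rest on genes that are hard to measure or on the scaling, and these cannot be told apart from a fall of weakly expressed transcripts. The 10 splits of the 6 libraries are too few for a share under 0.05; the real split gave 3002 genes, 1 split with so many, and the highest other split 1399, or 840 among those that also part all 3 pairs.

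Pre-miRNAs were lower and snoRNAs higher in the knockdown smallRNA-seq libraries. Normalization between libraries is excluded as the cause of the shift of pre-miRNAs relative to snoRNAs. The log2 ratio of their reads within a library, which no scaling moves, differed by −2.65 between knockdown and SCR libraries. The gap between the class medians, which scaling can move through the pseudocount, differed by −2.4. How far the shift is a fall of pre-miRNAs or a rise of snoRNAs depends on the scaling. Of the features called, 52.3% were lower with upper quartile scaling and 77.7% on the deposited scale. Values near 1 read are excluded by a difference of −3.09 among features with a mean of 10 or more reads. Longer inserts in the knockdown libraries stay open. The median of the H/ACA box snoRNAs, the longer kind, was −1.301 from that of the C/D box snoRNAs. It was still above 0 (0.353), with 37 of 48 higher, while pre-miRNAs had a median of −1.088. The test cannot decide, since a gain of inserts of intermediate length alone would leave the same order. Over all 35 splits of the 7 libraries, in a model without the culture, chance can be excluded, with 139 features called in the real split, the 1 with so many, and 37 in the highest other. The libraries pair by culture, however, and the 9 splits within cultures are too few for a share under 0.05 (139 in the real split, 1 split with so many, and 0 in the highest other). With the culture as a block 0 features were called by limma, 246 had an unadjusted p under 0.05, and the lowest adjusted p was 0.0722. The explanation of the shift therefore stays open.

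All 13 mRNAs encoded in mtDNA were higher after knockdown (median log2 change 1.355), and 8 of them are among the increased transcripts of Table S2A. Scaling is excluded as the cause by a median of at least 1.143 under the other methods. Reads shared with 99 nuclear copies are excluded by their sum of at most 5.09% of the mRNAs' RPKM. For fibroblast feeder cells the test rests on 1 pair, HS360p62, where feeder markers moved least (−0.09 log2) and the median was 1.467. In HS360p66 and H9p38 feeder markers rose by 2.229 and 0.975, so feeder cells stay open there. The mRNAs took 2.6 and 6% of the reads in the SCR and knockdown libraries of HS360p62, 3.1 and 6.7% in HS360p66 and 2 and 3.5% in H9p38. A biological rise of mitochondrial transcripts relative to nuclear ones is possible, only as a hypothesis that was not tested here. RNA content per cell was not measured.

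Other groups outside those the paper discusses also stood out: cytosolic ribosomal proteins had a median log2 change of 0.383 (0.171 on the deposited scale). Nuclear genes of oxidative phosphorylation had a median of 0.328 (0.116 on that scale). Targets of p53 had a median of 0.622, but 0.262 without HS360p66 and 1.106 without HS360p62, and fibroblast feeder markers also differed between the cultures, with median log2 changes of 2.229 in HS360p66, 0.975 in H9p38 and −0.088 in HS360p62. Pre-miRNAs of the placental cluster C19MC had a median of −1.616. The miR-302 cluster had a median of −1.998. The strongest POLR3G peaks of replicate 1, with scores of 3100 (chromosome 1 from 228743811, the 5S rRNA genes) and 2996.33 (chromosome 1 from 161409320), are not among the regions of Table S5.

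In 5 of 81 groups of 4 knockdown libraries 1 library lay far from the others by Dixon's test, which chance alone gives in about 1 of 20 groups. SNORD116-16 had an RPKM of 50130.6 with siRNA1 in HS360p62 (others 8649.8 to 9540.54), and SNORD116-18 one of 30807.4 in the same library (others 4112.88 to 5054.04). RNA5SP113 had 176.93 with siRNA2 in HS360p62 (others 46.29 to 59.14). MIR523 and RNY4P2 had 23.95 and 5.48 with siRNA3 in H9p38 and 0 in the others.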

How the results depend on the processing

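Chosen after seeing the data were the deposited scale, all pseudocounts, the minimum of 1 RPKM or 10 reads, robust and untrended variances, the score of 100 for shares and replicate 2, the scalings of lists, and all alternatives for small RNAs. Not run, since they test read counts and the reads recovered from the RPKM were not tested, were the likelihood ratio test and robust quasi-likelihood of edgeR, DESeq2 with and without the culture, filterByExpr, a minimum of 10 counts, thinning to the smallest total, library totals alone, and every test of mature miRNAs and their groups. The direction of the called polyA+ genes has no value in the analysis as reported, since 0 were called. Of 1711 values for single polyA+ genes 1586 kept direction and side of the threshold, 19 reversed, in 6 genes, and the rest passed it. Of 1363 for single small RNAs 1009 were kept, 301 lost the call, 37 gained it and 16 reversed, in 3 features. The smallRNA-seq calls depend on the 3 SCR libraries, with 40, 2 and 1 called without that of HS360p62, HS360p66 and H9p38. Folds of features with few reads are too small, and with a mean of at least 10 reads 150 features were called. Where a value below differs from the one reported, the cause was not tested.

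The reported values are 0 polyA+ genes called, 3002 at an unadjusted p under 0.05 with a fold of at least 1.5 (68.1% lower), 10 lists called, 139 small RNAs called (64% lower) and 8 groups called. On the deposited scale 1024 polyA+ genes were called, 88.9% were lower, list medians were −0.143 (mtDNA replication), −0.16 (RNA polymerase III) and −0.103 (splicing), log2 changes were −2.166 (POLR3G), −0.155 (POLR3GL), −0.163 (HDAC7) and −0.206 (POU5F1), the log2 change of MIR409 was −0.049 and the log2 change of MIRLET7F2 −0.281, and 77.7% of the small RNAs called were lower. With a pseudocount of 0.5 the unadjusted count was 1462 (56.5% lower) and with 1 it was 976 (48.4%). With 1 RPKM in 3 libraries it was 1390 (70.6%), and POLR3GL had −0.019, HDAC7 −0.024 and POU5F1 −0.066. Without the block it was 1842 (73.1%) and 6 lists were called, with the fold tested in the model 667 (75.3%), without a fold minimum 6145 (49%), with 0.5 RPKM in every library of a condition after the test 1664 (59.3%), with a mean of 1 RPKM 1436 (54.2%) and with a pseudocount of 1 there 897 (47%). With relative log expression scaling 70.1% were lower, POU5F1 had −0.006 and MIRLET7F2 −0.058. With upper quartile scaling 76.2% were lower, POLR3GL had −0.013, HDAC7 −0.018 and POU5F1 −0.06, and 52.3% of the small RNAs called were lower. Without a filter 61.4% were lower, POLR3A had 0.032, and 31 small RNAs were called (29% lower). With the length trend removed 59.5% were lower, POU5F1 had −0.041 and POLR3A 0.089. With untrended variances 71.1% were lower and 84 small RNAs were called (42.9%). With an estimated correlation 0 lists and 0 groups were called, and by fry 3 and 3.

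With the cell line as a block 220 small RNAs were called and MIRLET7F2 had −0.233. With the culture as a block 0 were called by limma (246 at an unadjusted p under 0.05) and MIR98 had 0.125. With a pseudocount of 10, 54.6% of the small RNAs called were lower, the log2 change of MIR409 was −0.022 and the log2 change of MIRLET7F2 −0.289. With a mean of 10 reads 48% were lower, and 293 features had 10 reads in every SCR library. Peaks above the median score had shares of 8.1% (replicate 2) and 60.4% (H3K4me3), and with a score of at least 100, 7.3 and 89%, of 218 peaks in replicate 1 and 32 in replicate 2.

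Leaving out each culture of the mRNA-seq in turn gave, lowest to highest, 0 (without H9p38) to 2090 (without HS360p62) genes called, 1586 to 4116 unadjusted, 55.4 to 76.4% lower, and 6 to 14 lists called. Over the same alternatives list medians were 0.011 to 0.101 (mtDNA replication), −0.002 to 0.069 (RNA polymerase III), −0.065 to 0.199 (splicing), −0.149 to 0.082 (core pluripotency) and −0.094 to 1.137 (trophoblast). With 1 culture left out, the mean log2 change for POLR3G in each library was −2.615 to −1.307. The others were −0.176 to 0.224 (POLR3GL), −0.018 to 0.13 (HDAC7), −0.028 to 0.03 (POU5F1), −0.079 to 0.04 (POLR3A), −0.317 to 0.048 (NANOG), and the log2 change of PGF was −0.321 to 0.139. Leaving out each smallRNA-seq library gave 1 (without the SCR library of H9p38) to 178 (without siRNA3 of H9p38) small RNAs called and 37.5 to 100% lower. Medians were −0.831 to −0.014 (mitochondrial tRNAs), −0.102 to 0.237 (Y RNAs), −0.756 to 0.192 (let-7) and 0.045 to 0.274 (rRNAs), and log2 changes −0.138 to 0.841 (MIR409), −0.232 to 0.192 (MIR98) and −0.455 to 0.541 (MIRLET7F2).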

Differences from the paper's values

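The deposited scale, the cell line as a block, the other small RNA settings and the pseudocounts below were chosen after seeing the data, and the other settings before the data were examined.

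In SCR hESCs the paper counts 1361 small RNAs, against 683 here, where mature miRNAs are not among the features. The limits also differ. The paper's methods and Figure 1 legend set a minimum of 0.5 RPM (its results text, reads per kilobase), and here it was 0.5 RPKM. In the SCR libraries here, of at most 1.329 M reads, a single read lies above either limit. Both limits therefore select the same features in these libraries. By class the paper's values are 81 pre-miRNAs, 118 rRNAs and 57 tRNAs, against 286, 41 and 118 here. No alternative was planned for these. For pseudogenes, where the value at 0.5 RPKM (622) is close to the paper's 621, the planned minimum of 0.1 RPKM gives 1371.

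For polyA+ transcripts the paper states 718 changed (FDR and fold as used here), of which 681 decreased, 37 increased and 593 were protein coding. Here the 4 values are 0, 0, 0 and 0 by limma, with 6145 genes at an unadjusted p under 0.05. The 10 planned settings are relative log expression and upper quartile scaling, mitochondrial genes left out, no filter, no block, the length trend removed, the fold tested in the model, and each of the 3 cultures left out. All 10 differ for the number changed, increased and protein coding. For the number decreased, 955 without HS360p62 is within 1.5 times the paper's value and the other 9 differ. That setting calls 457 of the paper's transcripts and drops 261, and of the genes the paper names it calls POLR3G, MKI67, CENPE, CENPF, DNMT1, APC, SMARCA4, NIPBL, RTF1, TET1, LIN28A and EP300. On the deposited scale, chosen after seeing the values, 1024 changed, 967 decreased and 746 protein-coding genes are within 1.5 times the paper's values and 57 increased are not, with 606 of the paper's transcripts called and 112 dropped, and the named genes called there are the same 12 with POLG and RIF1.

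For small RNAs the paper states 13 increased, 20 pre-miRNAs changed and 10 snoRNAs changed, against 50, 80 and 43 here. No alternative was planned for them. The setting without siRNA2 of H9p38, chosen after seeing the values, gives 24 pre-miRNAs, within 1.5 times the paper's, and drops 21 of the paper's 33 tested features, and no setting run gives snoRNAs or rises within it. Of these 33 features (Table S2B), 23 passed here and 10 did not, and 18 of the 33 log2 changes differ by more than the replicate SD, all smaller here. The pseudocount makes folds of features with few reads too small, so the smaller sizes may in part follow from the scale. The values of Table S2B and of the files differ for the same features by more than a factor per library, so their reads were counted differently and the pairs below do not compare the tests alone. Named ones with the paper's log2 change first are MIR429 (−2.33 in the paper, −1.4 here), MIR326 (−3.58, −1.412), MIR138-2 (−4.58, −1.056), MIR448 (−3.94, −2.846), SNORD96B (3.3, 1.883), SNORD114-26 (4.47, 2.181), SNORD114-25 (4.01, 2.231) and SNORD114-28 (6.05, 1.688). MIR326, MIR138-2 and SNORD114-28 are at 0 in a whole condition, where the fitted values depend on the pseudocount and the bounds are at least 8.8-fold lower, 5.8-fold lower and 8.4-fold higher.

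Settings that call some of the 10 features of that table not called here, all chosen after seeing the values, are the cell line as a block (MIR520G, MIR429, MIR4677, SNORA80, RNA5SP177 and SNORD113-7, with 29 of the 33 called and 4 dropped), leaving out siRNA3 of H9p38 (MIR520G, MIR429, MIR4677, SNORA80 and RNA5SP177, 5 dropped), the deposited scale (MIR598, MIR520G, MIR429 and MIR4677, 7 dropped), a mean of 10 reads (MIR520G, MIR4677, SNORA80 and SNORD113-7, 14 dropped), leaving out siRNA2 of HS360p62 (MIR520G and SNORD113-7, 16 dropped), relative log expression scaling (9 dropped), a pseudocount of 100 (11) and robust variances (9), each with MIR520G, and upper quartile scaling (SNORD113-7, 9 dropped).

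The paper gives a decrease of AC008738.2 after knockdown, and here its 7 reads with knockdown and 2 in SCR are too few to test. It names a decrease of POLG, which is lower in all 3 pairs here without passing the test. It counts 836 POLR3G peaks where the deposited replicate 1 holds 863, and 245 tRNA genes where Table S5 names 237, both within 1.5 times.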

Other observations

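The test of binding against expression of tRNA genes was chosen after the results were seen.

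Most genes of stress responses were higher on average after POLR3G knockdown in hESCs, but most were not higher in all 3 pairs. Of 20 targets of p53, the guardian of genome integrity, 19 were higher on average and 4 in all 3 pairs: TP53I3, which makes reactive oxygen species, by 1.33 log2 (SE 0.201, adjusted p = 0.0618), TIGAR, a brake on glycolysis, by 0.55 (SE 0.155, adjusted p = 0.0944), and MDM2, which degrades p53, by 0.89 (SE 0.28, adjusted p = 0.113). Of 19 genes of the integrated stress response, which slows translation, 18 were higher on average and 6 in all 3 pairs. Among them were the amino acid carrier SLC7A5, higher by 1.09 (SE 0.346, adjusted p = 0.115), and the transcription factor DDIT3, by 1.06 (SE 0.359, adjusted p = 0.126). In HS360p62 the log2 changes were small: 0.015 for MDM2, 0.151 for SLC7A5 and 0.111 for DDIT3. They were 1.455, 1.009 and 1.053 in HS360p66 and 1.199, 2.099 and 2.019 in H9p38. Camera called both lists (adjusted p = 0.00102 and 0.00598), and neither with an estimated correlation (adjusted p = 0.752 for each), and the p53 call was lost without HS360p66 (adjusted p = 0.0634) and that of the stress response without H9p38 (adjusted p = 0.24). By limma 0 genes passed over all genes, and adjusted over the list alone 1 (TP53I3, higher) and 0 did. The p53 median was 0.622, but 0.262 without HS360p66 and 1.106 without HS360p62. That of the stress response was 0.284, but 0.072 on the deposited scale. Fibroblast feeder markers also differed between the cultures, with medians of −0.088 in HS360p62, 2.229 in HS360p66 and 0.975 in H9p38.

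Interferon response genes (18 tested, 9 higher and 1 lower in all 3 pairs, median 0.27, camera adjusted p = 0.0691) included IFI6 at 1.2 and the ubiquitin-like ISG15 at 0.79, and EIF2AK2, the kinase that senses double-stranded RNA, at −0.82. Immediate early genes (16, 5 and 1, median 0.3, adjusted p = 0.127) included the phosphatase DUSP1 at 0.86 and the nuclear receptor NR4A1 at −0.82. Aminoacyl-tRNA synthetases, which charge tRNAs (33, 13 and 5, median 0.09, −0.1 on the deposited scale, adjusted p = 0.127), included RARS1 at 0.56 and FARSA at 0.46. Genes of miRNA biogenesis (16, 4 and 7, median −0.19, adjusted p = 0.269) included DGCR8, the partner of DROSHA, at 0.82 and TUT7, which adds uridines to precursors, at −0.6, with LIN28A and TUT7 also in the study's Table S2A. None of the 4 lists was called in the analysis as reported, but camera called interferon genes with upper quartile scaling (adjusted p = 0.0438) and on the deposited scale (0.0133), immediate early genes without HS360p62 (0.02) and on the deposited scale (0.0489), and aminoacyl-tRNA synthetases without HS360p66 (0.0115), all up. Each had an adjusted p = 0.752 with an estimated correlation, and adjusted over the list alone 3, 2, 0 and 3 genes passed, in both directions where more than 0 did. Fibroblast feeder markers (16 tested, 6 higher and 1 lower in all 3 pairs, median 1.02) were called by camera (adjusted p = 0.00699, but adjusted p = 0.752 with an estimated correlation), a call lost without HS360p66 (0.392), without H9p38 (0.0593) and without the block (0.106), with 0 genes passed adjusted over the list alone. Of these, VIM, an intermediate filament that hESCs also express, went from a mean of 74.8 RPKM (SD 53.8) to 292 (SD 231). LUM went from 1.07 to 5.23 and COL3A1, a collagen, from 2.08 to 6.92, while THY1, which hESCs express too, was lower by 0.49. The rises lay in HS360p66 and H9p38: in HS360p62 VIM went from 51.13 to 45.73 RPKM, LUM from 0.06 to 0.07 and COL3A1 from 0.17 to 0.18.

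The paper also names HDAC7 and KLF4 in hESCs. HDAC7, a histone deacetylase, had 14.7 RPKM (SD 0.442) in SCR and 13.1 RPKM (SD 1.15) in knockdown libraries (log2 change 0.05, −0.02 with upper quartile scaling and −0.16 on the deposited scale), and KLF4, a reprogramming factor, had 0.783 and 1.05 RPKM (log2 change 0.4, adjusted p = 0.415). Splicing and protein levels were not analysed here.

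Whether tRNA genes under POLR3G peaks change more than other tRNA genes was examined on the 138 tRNA genes of the smallRNA-seq data. The medians of the 69 genes that Table S5 names and the 69 others differed by 0.027 log2 (95% interval −0.195 to 0.25, permutation p = 0.7766 over 10000 draws). This decides nothing about binding and expression, because the other genes are those that Table S5 does not name and are not known to be unbound, and because copies of tRNA genes share reads.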
